# The common stress responsive transcription factor ATF3 binds genomic sites enriched with p300 and H3K27ac for transcriptional regulation

**DOI:** 10.1186/s12864-016-2664-8

**Published:** 2016-05-04

**Authors:** Jonathan Zhao, Xingyao Li, Mingxiong Guo, Jindan Yu, Chunhong Yan

**Keywords:** ATF3, ChIP-seq, Enhancer, p300, H3K27ac, p53

## Abstract

**Background:**

Dysregulation of the common stress responsive transcription factor ATF3 has been causally linked to many important human diseases such as cancer, atherosclerosis, infections, and hypospadias. Although it is believed that the ATF3 transcription activity is central to its cellular functions, how ATF3 regulates gene expression remains largely unknown. Here, we employed ATF3 wild-type and knockout isogenic cell lines to carry out the first comprehensive analysis of global ATF3-binding profiles in the human genome under basal and stressed (DNA damage) conditions.

**Results:**

Although expressed at a low basal level, ATF3 was found to bind a large number of genomic sites that are often associated with genes involved in cellular stress responses. Interestingly, ATF3 appears to bind a large portion of genomic sites distal to transcription start sites and enriched with p300 and H3K27ac. Global gene expression profiling analysis indicates that genes proximal to these genomic sites were often regulated by ATF3. While DNA damage elicited by camptothecin dramatically altered the ATF3 binding profile, most of the genes regulated by ATF3 upon DNA damage were pre-bound by ATF3 before the stress. Moreover, we demonstrated that ATF3 was co-localized with the major stress responder p53 at genomic sites, thereby collaborating with p53 to regulate p53 target gene expression upon DNA damage.

**Conclusions:**

These results suggest that ATF3 likely bookmarks genomic sites and interacts with other transcription regulators to control gene expression.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-2664-8) contains supplementary material, which is available to authorized users.

## Background

The development of human diseases is often accompanied by changes in the gene expression landscape. Regulated mainly at the transcription level, gene expression is tightly controlled by transcription factors (TF) that bind not only promoters proximal to transcription start sites (TSS), but also distal *cis*-regulatory elements (i.e., enhancers) that are far removed from TSS [1, 2]. Genome-wide profiling studies using chromatin immunoprecipitation coupled with sequencing (ChIP-seq) have identified thousands of functional/active enhancers that are either bound by the transcriptional co-activator p300, or characterized by their association with high levels of H3 K27 acetylation (H3K27ac) [3–5]. These enhancers often carry binding sites for more than one TF, which interact with the basal transcription machinery associated with core promoters to regulate gene transcription [2]. Very often, TFs also recruit chromatin-modifying enzymes to convert the chromatin to a state permissive for transcription. Pioneer transcription factors (e.g., FoxA1, PU.1), for example, are often the first to engage in a regulatory chromatin region upon stimulation, and enhance transcription by remodeling the local chromatin to make it competent for other TFs to bind [6]. While global profiling of genomic sites competent for TF binding is imperative for the understanding of TF functions, such work has also become increasingly important for defining disease etiologies, as mutations in *cis-*regulatory elements are frequently found to be associated with human diseases (e.g., cancer) by whole-genome sequencing studies [7].

Activating transcription factor 3 (ATF3) is a member of the ATF/CREB family of transcription factors involving in many important human diseases including cancer [8–11], atherosclerosis [12], infections [13], cardiac hypertrophy [14], and hypospadias [15]. The contributions of ATF3 to these diseases are often owing to its rapid induction by a wide-range of cellular stresses (e.g., DNA damage, oxidative stress, and endoplasmic reticulum (ER) stress), leading to activation of cellular signaling required for the maintenance of cell homeostasis. Indeed, while it binds and activates the tumor suppressor p53 in response to oncogenic challenges (e.g., DNA damage and *Pten* inactivation) [11, 16], ATF3 also engages in the immune response by interacting with NF-κB and repressing expression of proinflammatory cytokines induced by the toll-like receptor 4 [17]. Similarly, ATF3 induced by reactive oxygen species causes high susceptibility to secondary infections by repressing interleukin 6 (IL-6) expression during sepsis-associated immunosuppression [13]. Like other ATF/CREB transcription factors, ATF3 regulates transcription by binding the canonical ATF/CRE *cis*-regulatory element (5’-TGACGTCA-3’) or the similar AP-1 site (5’-TGA(C/G)TCA-3’) via its basic region-leucine zipper domain (bZip) [18]. Although an over-simplified model suggests that ATF3 homodimers and heterodimers (with other bZip proteins) repress and induce gene expression, respectively [19], the mechanism by which ATF3 regulates transcription remains largely unknown. Interestingly, although the structures of the bZip domains are highly similar allowing the largely diversified ATF/CREB proteins to bind the same *cis*-regulatory elements, the genes regulated by ATF3 are distinct from those controlled by its family members. ATF3 and ATF6, for instance, regulate expression of proapoptotic genes and genes involved in protein folding and ER quality control upon ER stress, respectively [20]. As recent evidence supports that ATF3 engages in a complex protein-protein interaction network involving many TFs and transcription co-regulators [16, 21, 22], it is likely that the interactions with other nuclear proteins define the genomic sites where ATF3 binds and the transcription programs that ATF3 regulates. Characterization of genome-wide ATF3 binding sites would thus lead to further elucidation of the ATF3 interaction network and a better understanding of how ATF3 regulates expression of disease-associated genes.

In this study, we present the first comprehensive analysis of ATF3 binding profiles in the human genome. We show that ATF3 bound a large portion of active enhancers characterized by p300 binding and enriched with K27 acetylated histone H3 (H3K27ac) under the basal condition where ATF3 was expressed at a very low level. While the expression of genes proximal to these enhancers tended to be regulated by ATF3, ATF3 was co-localized with p53 and regulated p53-target gene expression in response to DNA damage. Our results thus suggest that ATF3 likely bookmarks genes for transcriptional regulation under basal and stressed conditions.

## Results

### Genome-wide mapping of ATF3 binding sites using isogenic cell lines

To profile global ATF3-binding sites, we first employed a genome-editing approach based on recombinant adenoassociated viruses (rAAV) to generate a cell line in which *ATF3* expression was knocked out. Towards this end, we constructed an AAV targeting vector containing left (LA) and right homology arms (RA) flanking the exon 3 of the *ATF3* gene, and introduced the vector into HCT116 human colon cancer cells via rAAV infections [23]. Homologous recombination between the homology arms and the *ATF3* fragments resulted in the insertion of a selection gene (TK-neo) into an *ATF3* allele. A small deletion (22 bp) in the exon 3 was subsequently generated by Cre-mediated excision of the selection gene (Fig. 1a). The same strategy was employed to target the second ATF3 allele, generating a cell line (ATF3-KO) in which *ATF3* expression was disrupted. We confirmed that ATF3 was not expressed and ATF3 expression was not induced by camptothecin (CPT) - a DNA-damaging agent - in the knockout cells (Fig. 1b).

**Fig. 1:**
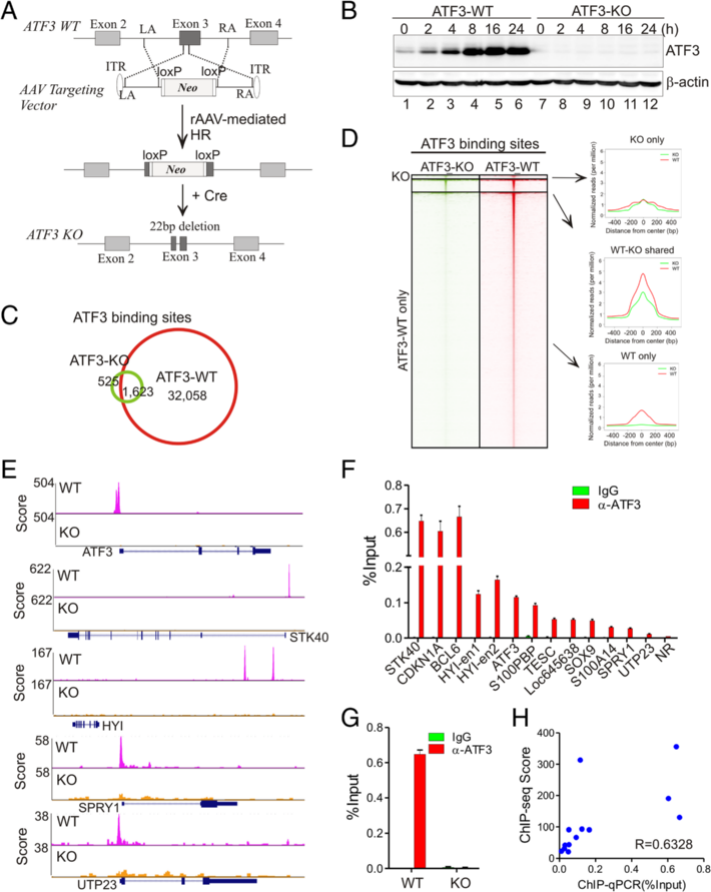
ATF3 binding profiling using isogenic HCT116 cells. **a** rAAV-mediated genome editing was applied to generate ATF3-knocked out HCT116 cells. rAAV-mediated homologous recombination led to insertion of the AAV targeting vector into *ATF3* exon 3. A deletion of 22 bp was generated in one *ATF3* allele after Cre-mediated excision of the *Neo* selection gene. LA and RA, left and right homology arms; ITR, inverted terminal repeat; KO, knockout. **b** ATF3 expression was completely abolished in ATF3-KO cells. Indicated cells were treated with 1.5 μM of CPT and subjected to Western blotting. **c** Venn diagram showing ATF3-binding peaks in ATF3 wild-type (ATF3-WT) and knockout (ATF3-KO) cells. **d** Heatmap and intensity plots showing ATF3 peaks in ATF3 WT and KO cells. **e** Representative genome browser views of ATF3 peaks. ATF3 peaks near *ATF3*, *STK40*, *HYI*, *SPRY1*, and *UTP23* were shown for both ATF3-WT and KO cells. **f, g** ChIP-qPCR was used to validate ATF3 binding to representative genome sites that were referred to as the names of their annotated genes. NR, no-binding control region. Error bars represent SD for three replicate measurements. **h** The binding intensity determined by independent ChIP-qPCR assays was correlated with ChIP-seq scores of peaks tested in (**f**) and (**g**)

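ATF3 binding was measured by ChIP-seq in HCT116 cells, a human colorectal cancer cell line, with 1 library from ATF3-WT cells and 1 library from ATF3-KO cells (no replicates). Both cell lines had received DMSO, the solvent of the drug used later, so the wild-type library is also the ATF3 Ctrl sample of Fig. 5 and is called ATF3-Ctrl throughout. Chromatin was cross-linked with 1 mM of DSG for 45 min and with 1% formaldehyde for 10 min. The authors aligned the reads to hg19 with BWA and called peaks in each library separately with HOMER, and the deposited files hold these peak lists. The headers of the lists give 12947516 tags for ATF3-Ctrl, of which 5.6% lay in peaks, and 12820520 tags for ATF3-KO, of which 0.56% lay in peaks. The peak size in the headers was 126 bp in ATF3-Ctrl and 198 bp in ATF3-KO. HOMER gave each peak a score, a number of tags with at most 1 tag counted per position. The score is not adjusted for the size of the library. The lowest score in each list equalled the tag threshold in its header, 9 in ATF3-Ctrl and 11 in ATF3-KO, set by the authors at a false discovery rate of 0.001. A second column gave the normalized tag count, in tags per 10000000 tags of the library, on which 1 tag was worth 0.772 in ATF3-Ctrl and 0.78 in ATF3-KO, and 3 tags were worth 2.317 and 2.34. In ATF3-Ctrl, the lowest score was 9, while the lowest number of tags recovered from this column was 7. The 2 columns therefore differ in more than the limit of 1 tag per position. Peaks were then compared as deposited, without new alignment or peak calling. Peaks were called shared when they had at least 1 bp in common. As each condition had 1 library, the intervals and tests describe peaks within libraries, and differences between cultures could not be assessed.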

We thus subjected the wild-type (ATF3-WT) cells and the knockout cells to chromatin immunoprecipitation using an ATF3 antibody. Precipitated DNAs were then labeled and subjected to next-generation sequencing and sequencing reads were mapped to human genome and analyzed for enrichment. Although ATF3 was expressed at a low level (Fig. 1b, lane 1), we identified 33,681 high-confident ATF3-binding peaks in the sample derived from ATF3-WT cells (Fig. 1c). 

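The ATF3-Ctrl list held 33966 peaks (no replicates). Of these, 33681 lay on chromosomes 1 to 22, X and Y, and 285 lay on the mitochondrial genome or on other sequences of hg19. The median score was 13 (quartiles 10 and 20), and scores ranged from 9 to 308. The normalized tag count had a median of 10 and ranged from 5.4 to 4300.4. The highest-scoring peak, at 121485112 to 121485238 on chromosome 1 (GRCh37), lay 645763 bp from the nearest TSS, that of *FAM72B*. The ATF3-KO list held 2231 peaks with a median score of 15, and its highest-scoring peak lay in the same region, from 121485094 to 121485292, with a score of 441. The number of ATF3-Ctrl peaks depended most on the score required, falling to 9190 when the score had to be at least 20.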

Out of them, a majority of peaks (32,058) were ATF3 specific, as they were not found in the ATF3-KO cells (Fig. 1c and d). 

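Of the 33966 ATF3-Ctrl peaks, 32137 (94.62%, 95% Wilson confidence interval 94.37% to 94.85%) had no base in common with an ATF3-KO peak, and 1829 peaks (5.38%) overlapped one. When the ATF3-KO peaks were moved to other positions by 100 random circular shifts within each chromosome, an average of 9.25 ATF3-Ctrl peaks overlapped them, and no shift gave 1829 or more (permutation by circular shifts, p = 0.0099, the smallest that 100 shifts can give). The 1829 peaks found in both samples had a median ATF3-Ctrl score of 27, against 13 for the 32137 peaks found only in ATF3-WT cells. The mean log2 score of the former was higher by 0.915 (permutation test across peaks with 100000 resamples, p = 1e-05, the smallest these resamples can give). Among the alternatives, requiring a score of at least 10 in both peak sets changed the number of ATF3-specific peaks most, to 27025 of 28802 peaks. The paper calls these peaks ATF3 specific because they were not found in cells without ATF3.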

A few examples of ATF3 peaks were shown in Fig. 1e. Of note, like a majority of identified sites, these ATF3 peaks were found only in the ATF3-WT sample but not in the ATF3-KO sample (Fig. 1e). 

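Each of the genes in Fig. 1e had an ATF3-Ctrl peak between 20 kb upstream of its TSS and its end, and none had an ATF3-KO peak in that region (1 library each, no replicates). The highest-scoring ATF3-Ctrl peak near *STK40* lay at 36852172 to 36852298 on chromosome 1 (GRCh37), 710 bp upstream of the TSS, with a score of 194 and a normalized tag count of 356.1 (95% exact Poisson confidence interval 324.3 to 390.1). Near *HYI*, it lay at 43938233 to 43938359 on chromosome 1, 18694 bp upstream of the TSS, with a normalized tag count of 93.5. The *SPRY1* peak, at 124317829 to 124317955 on chromosome 4, lay 58 bp upstream of the TSS and had a score of 39. The *UTP23* peak, at 117778601 to 117778727 on chromosome 8, lay 99 bp upstream of the TSS and had a score of 32. The lowest score in the ATF3-KO list was 11, so binding below this level in the knockout cells was not detectable.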

Consistent with an early result that ATF3 represses its own expression [24], we found that ATF3 strongly bound its own promoter (Fig. 1e). 

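The highest-scoring of 5 ATF3-Ctrl peaks at *ATF3* lay at 212782019 to 212782145 on chromosome 1 (GRCh37), with its centre 21 bp upstream of the TSS. Its score was 189 and its normalized tag count was 313.6 (95% exact Poisson confidence interval 283.8 to 345.6, no replicates), whereas the median of all ATF3-Ctrl peaks was 13 for the score and 10 for the normalized tag count. ATF3-KO cells had no peak between 20 kb upstream of the TSS and the end of the gene. From the binding of ATF3 to this promoter, the paper draws a link to an earlier report that ATF3 represses its own expression.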

Using quantitative PCR (qPCR) to examine samples from an independent ChIP experiment, we confirmed that ATF3 bound to all of the tested genomic sites identified by ChIP-seq (Fig. 1f). Again, ATF3 bound to its own promoter in the ATF3-WT cells but not in the knockout cells (Fig. 1g). The strengths of ATF3 binding to these sites measured by ChIP-qPCR were well correlated with the ChIP-seq scores (R = 0.6328), demonstrating high reproducibility and reliability of our ChIP-seq data.

### Global ATF3-binding profile and motif analysis

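Peaks were assigned to the gene with the nearest TSS, with the TSS of protein-coding genes taken from GENCODE release 44 on GRCh37. The 31918 ATF3-Ctrl peaks on chromosomes 1 to 22, X and Y that overlapped no ATF3-KO peak were nearest to 11687 genes (no replicates). The median distance from peak centre to TSS was 20696 bp (quartiles 2554 bp and 70027 bp). With a TSS required within 100 kb, the number of genes was 11219. It rose to 18438 when genes of every type were used, an alternative chosen after seeing the data.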

The 32,058 ATF3-specific peaks were annotated to 10,262 unique genes. We analyzed the distribution of these binding sites relative to TSS in the human genome. Consistent with the ATF3’s role as a transcription factor, about one fifth (19.4 %) of the ATF3 peaks were localized in promoters, which was defined as regions that were ±2 kb surrounding TSS (Fig. 2a). 

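Of the 31918 ATF3-specific peaks on chromosomes 1 to 22, X and Y, 7552 (23.66%, 95% Wilson confidence interval 23.20% to 24.13%, no replicates) had their centre within 2 kb of the TSS of a protein-coding gene. Outside promoters, 1.90% of all 31918 peaks lay in exons, 31.23% in introns and 43.20% between genes. The promoter share was 20.36% when promoters reached 1 kb from the TSS and 25.77% over all ATF3-Ctrl peaks, including those also found in ATF3-KO cells. It moved most, to 31.45%, with the TSS of genes of every type, which was tried after seeing the data. The paper relates the share of peaks in promoters to the role of ATF3 as a transcription factor.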

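Promoters, defined as 2 kb on either side of the TSS of protein-coding genes, made up 3.27% of chromosomes 1 to 22, X and Y, so the 23.66% of ATF3-specific peaks in promoters was 7.23 times the share of the genome. When the peaks were moved by 100 circular shifts within each chromosome, 3.75% of them lay in promoters on average, and the shares of single shifts ranged from 3.37% to 4.20%. The largest change came with the TSS of genes of every type, chosen after seeing the data, which put 31.45% of the peaks in promoters. The paper's reasoning compares the share of peaks in promoters with the small portion of the genome that promoters occupy.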

Given that only a small portion of DNA in the whole genome can be defined as promoters, these results indicate that ATF3 were enriched in promoters. 

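Outside promoters lay 24366 (76.34%) of the 31918 ATF3-specific peaks (no replicates). The distance to the nearest TSS of a protein-coding gene exceeded 10 kb for 62.24% of the peaks and 100 kb for 5866 peaks (18.38%). Taking the TSS of genes of every type, chosen after seeing the data, raised the promoter share to 31.45%, so that the share of distal peaks fell accordingly. From the sites far from TSS, the paper proposes that ATF3 also acts through long-range interactions.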

However, ATF3 also bound genomic regions far removed from TSS (Fig. 2a), suggesting that ATF3 also likely regulates transcription via long-range interactions. Gene Ontology (GO) analysis of the top 600 annotated genes with high binding scores revealed that ATF3 preferably bound to regulatory elements for genes involving in biological processes such as cellular response to stress, cell cycle arrest and intracellular signaling cascade, as well as pathways such as p53 signaling pathway (Fig. 2b). Interestingly, “cellular response to stress” and “p53 signaling pathway” turned out to be the top GO terms for the ATF3-bound genes, consistent with the well-established roles that ATF3 plays in regulating cellular stress responses and the p53 pathway [16, 18].

**Fig. 2:**
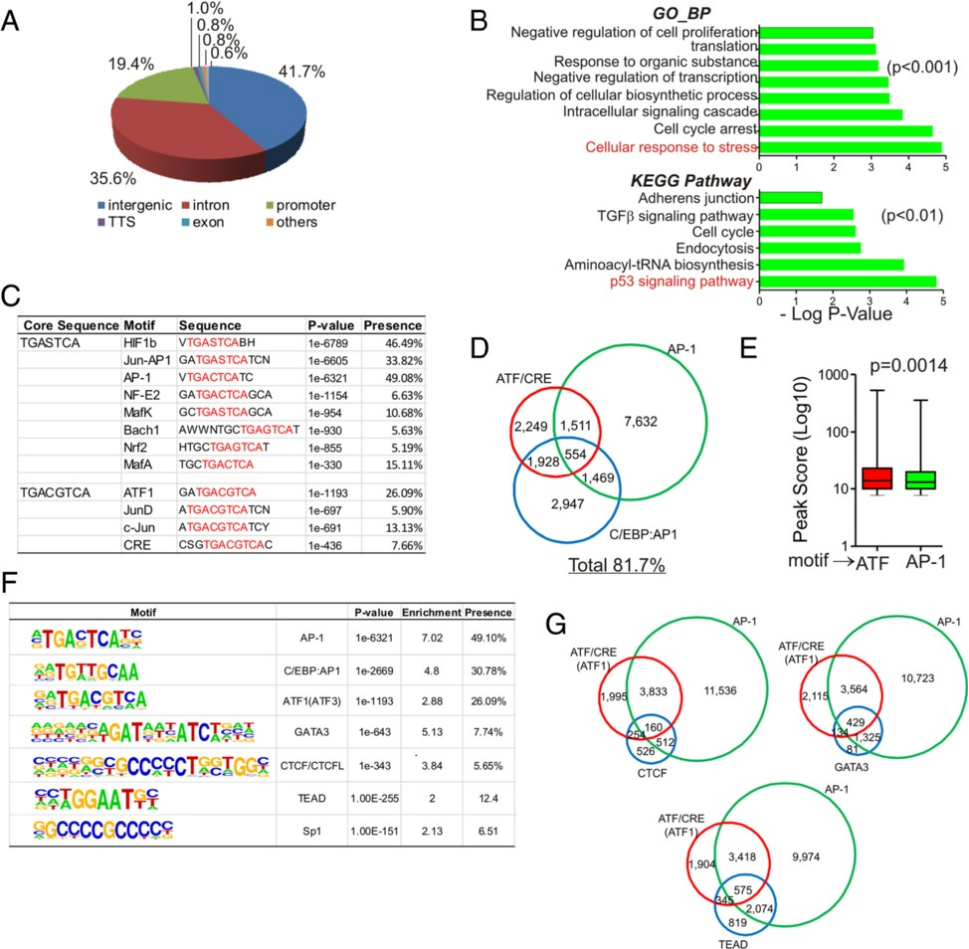
Global ATF3-binding profile under the basal condition. **a** A pie chart showing distribution of ATF3 binding sites relative to annotated genes. **b** 600 annotated genes with top peak scores were used for DAVID GO analysis. GO biological process (BP) terms and KEGG pathway terms are shown. **c** Top motifs identified in the ATF3 binding sites. **d** Schematic showing relative abundance and overlaps of the three known ATF3 binding motifs. The numbers are peak numbers. **e** The binding of ATF3 to the ATF/CRE motif appeared to be stronger than the AP-1 motif. Student *t*-test. **f** A table showing top motifs after combining motifs with same/similar sequences. **g** Venn diagram showing overlaps of CTCF, GATA3, and TEAD motifs with the ATF3 motif

We also searched the ATF3 binding sites for known TF binding motifs using the Homer *de novo* motif discovery software. A total of 140 motifs were identified with a p value smaller than 0.01. With only one exception (CEBP:AP1 motif), the top 12 identified motifs contained either the canonical ATF/CRE sequence (i.e., 5’-TGACGTCA-3’) or the AP-1 sequence (i.e., 5’-TGASTCA-3’, S = C/G) (Fig. 2c). 

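The canonical cores were searched in the reference sequence of the 31918 ATF3-specific peaks on chromosomes 1 to 22, X and Y. The ATF/CRE core TGACGTCA was found in 520 peaks (1.63%) and in 0.08% of the sequences of the same width 1000 bp away, a ratio of 20. The AP-1 core TGASTCA was found in 10388 peaks (32.55%) and in 2.04% of the sequences 1000 bp away, a ratio of 15.9. Only exact matches were counted, on either strand. In 200 bp around the peak centre, the ATF/CRE core alone was found in 497 peaks, the AP-1 core alone in 11169 peaks, and both in 53 peaks. Allowing 1 mismatch, chosen after seeing the data, moved these numbers most, to 2012, 18011 and 1932.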

As C/EBP harbors a bZip domain that can mediate dimerization with other bZip proteins including ATF3 [25], it might be that ATF3 bound the CEBP:AP1 motif through dimerization with C/EBP. Overall, 81.7 % of ATF3 binding sites contain an element predicted to be bound by ATF3 - collectively referred to as the ATF3 motif hereafter (Fig. 2d) - suggesting that ATF3 directly binds genomic DNA in most cases. 

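An exact ATF/CRE or AP-1 core was present in 10869 of the 31918 ATF3-specific peaks (34.05%, 95% Wilson confidence interval 33.53% to 34.57%, no replicates), against 2.12% of sequences of the same width 1000 bp away. The peaks were ranked by score and divided into 10 groups. The share rose with the peak score up to group 9, from 23.34% among the 3192 peaks with the lowest scores to 47.68%. It was 44.34% among the 3191 peaks with the highest scores. Of all settings, allowing 1 mismatch in the core, chosen after seeing the data, moved the share most, to 68.79%. The motif matrices of HOMER that the paper used were not run here. From the share of sites with an element predicted to be bound by ATF3, the paper proposes that ATF3 mostly binds the DNA directly.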

Interestingly, although more ATF3 peaks contained the AP-1 motif (Fig. 2e), the binding affinity of ATF3 to the canonical ATF/CRE element appeared to be higher than that for ATF3 binding to the AP-1 element (Fig. 2e). 

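The AP-1 core without the ATF/CRE core was found in 10349 ATF3-specific peaks, and the ATF/CRE core without the AP-1 core in 481 peaks. Both cores were found in 39 peaks. The median ATF3-Ctrl score was 17 for the peaks with only the ATF/CRE core and 15 for the peaks with only the AP-1 core. The mean log2 score of the former was higher by 0.149 (permutation test across peaks with 100000 resamples, p = 1e-05, the smallest these resamples can give). The probability that a peak with only the ATF/CRE core had the higher score of a random pair was 0.571, with ties shared equally. Searching 200 bp around the peak centre changed the difference most among the alternatives, to 0.132 (permutation test, p = 1.7e-04). The peaks come from 1 library, so the test is across peaks and not across replicates. From the higher scores, the paper infers a higher affinity of ATF3 for the ATF/CRE element.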

In addition to these known ATF3 binding motifs, other top ATF3 binding motifs (*i.e.*, Enrichment > 2) include GATA3, CTCF, TEAD, and Sp1, which was presented in 7.7 %, 5.6 %, 14.8 %, and 6.5 % of ATF3 peaks, respectively (Fig. 2f). Although these ATF3-binding peaks often contain a known ATF3 motif (Fig. 2g), ATF3 might also bind these motifs through interacting with corresponding TFs. Indeed, ATF3 has been shown to interact with Sp1 [26].

### ATF3 globally binds active enhancers enriched with p300 and H3K27ac

As ATF3 bound genomic sites far removed from TSS, we sought to determine whether these sites are coincided with active enhancers that are often marked by p300 binding and flanked with high levels of H3K27ac [3–5]. Towards this end, we acquired p300, H3K27ac, H3K4me1, and H3K4me3a ChIP-seq data (HCT116 cells) from the Gene Expression Omnibus (GEO) database GSE51176 and GSE38447 [27, 28]. We first examined the ATF3 peaks in the Genome Browser, and found that ATF3 bound to many sites that were also bound by p300 and flanked by regions with high levels of H3K27ac (Fig. 3a), suggesting that ATF3 bound to active enhancers. Indeed, unbiased statistics analysis revealed that up to 27.5 % of ATF3 peaks were overlapped with p300 peaks, and 37 % of p300 peaks were bound by ATF3 (Fig. 3b). Intensity plots also show that p300 was globally co-localized with ATF3 and that the H3K27ac histone marker surrounded the ATF3/p300 peaks as expected (Fig. 3c). 

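By the distance of the peak centre to the TSS of protein-coding genes, 7552 of the 31918 ATF3-specific peaks (23.66%) were proximal sites within 2 kb, and 24366 peaks (76.34%) were distal sites. Over all 33681 ATF3-Ctrl peaks on chromosomes 1 to 22, X and Y, 8679 sites (25.77%) were proximal and 25002 sites were distal. The histone marks and p300 were not in the files analysed here.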

We segregated the ATF3 peaks into proximal sites (within 2 kb) and distal sites (>2 kb) based on their distances to TSS, representing H3K4me3-enriched promoters and H3K4me1-enriched enhancers, respectively (Fig. 3d). The intensity plots revealed that it was the distal sites, but not the proximal sites, that were coincided with p300 binding events (Fig. 3d). Using qPCR, we validated that p300 bound to all of the tested ATF3 binding sites in an independent ChIP experiment (Fig. 3e). Similarly, the enrichment of H3K27ac in these ATF3 sites was also validated (Fig. 3f). Of note, as p300 is not the only enzyme that can acetylate H3 at the K27 site, the H3K27ac level was not strictly correlated with the p300 level in some genome sites. Taken together, our results have revealed that a large portion of ATF3 bound active enhancers.

**Fig. 3:**
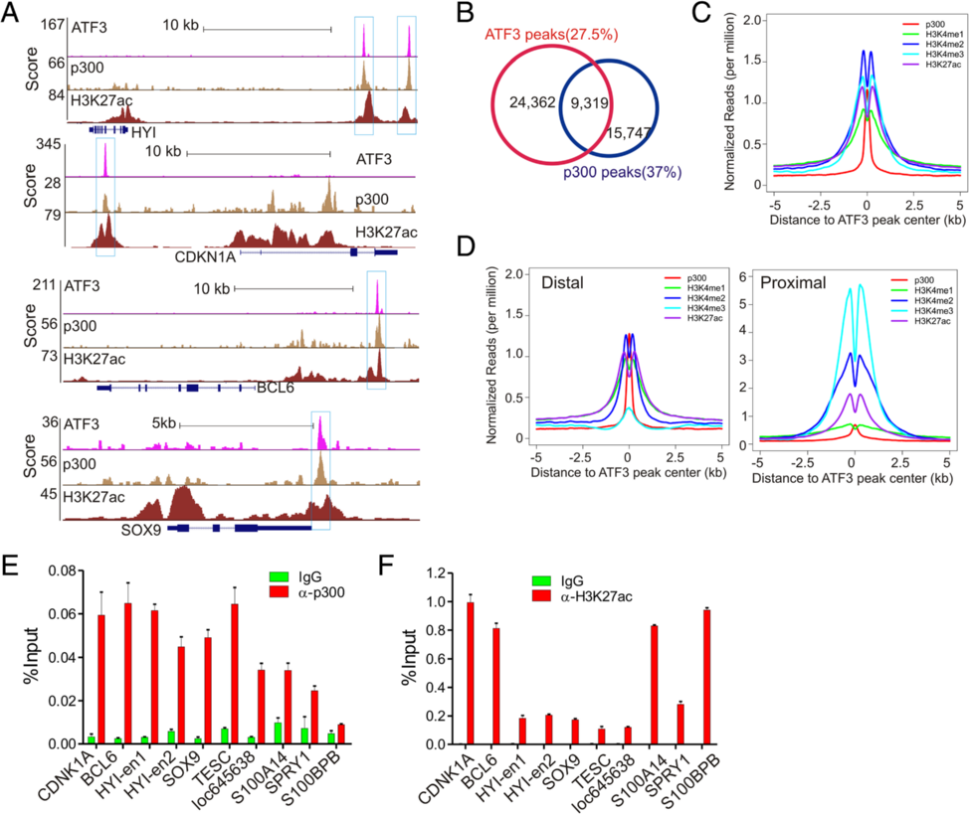
ATF3 globally binds genomic sites enriched with p300 and H3K27ac. **a** Genome browser views showing co-localization of ATF3 with p300 and H3K27ac in several representative genomic sites. **b** Venn diagram showing overlaps between ATF3 peaks and p300 peaks. **c** Intensity plot showing co-localization of ATF3 with p300 and H3K27ac. **d** Venn diagram showing overlaps between p300 distal peaks (active enhancers) and ATF3 peaks. **e** ChIP-qPCR validation of p300 binding to the ATF3 binding sites. HCT116 cells were subjected to ChIP using a p300 antibody. Precipitated DNA was quantitated using qPCR. **f** H3K27ac was enriched in the ATF3-binding sites. ChIP-qPCR was carried out to determine H3K27ac levels in the ATF3-binding sites

### ATF3-regulated gene expression correlates with ATF3 enhancer binding

An interesting question surfaced as to how ATF3 binding to genomic sites regulates gene expression. To address this question, we subjected the ATF3-wildtype and knockout cells to cDNA microarray assays. Although ATF3 bound to 10,262 genes, only 1,087 unique genes, including several known ATF3 targets *(i.e.*, *ASNS*) [29], were differentially expressed between the WT and KO cells (FDR < 0.05, Additional file 1: Figure S1A and S1B). Among these genes, 630 (60 %) were bound by ATF3 and thus more likely to be directly regulated by ATF3 (Fig. 4a). Roughly equal numbers of genes was either activated or repressed by ATF3 (Fig. 4a), suggesting that ATF3 can function as both a transcription repressor and a transcription activator. In line with the reported tumor suppressor role in colon cancer [30, 31], ATF3 appeared to induce expression of genes involving in mitosis and stress responses while repressing genes regulating vasculature development, migration, and apoptosis (Additional file 1: Figure S1C). We validated 7 differentially-expressed genes by quantitative RT-PCR (Fig. 4b) and their binding by ATF3 by independent ChIP-qPCR assays (Fig. 4c and d). Interestingly, although ATF3 were often reported to regulate gene expression by binding to a ATF3 motif localized in promoters, only 15 % (95/630) of the ATF3-regulated genes identified herein were bound by ATF3 exclusively at their promoters (proximal genomic regions) (Fig. 4e). The rest of genes either were bound by ATF3 exclusively at distal regions (57 %, or 361/630), or at both promoters and distal regions (28 %, or 95/630) (Fig. 4e). These results suggest that ATF3 could regulate gene expression by binding to distal *cis*-regulatory elements localized in active enhancers. Indeed, except *MAL2*, all other validated ATF3-target genes were bound by ATF3 at distal regions overlapped with p300 peaks (Fig. 4f). 

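The ATF3 part of this result was examined in the ATF3-Ctrl peaks (1 library, no replicates), while p300 peaks were not in the files analysed here. The highest-scoring peak of *MAL2* lay at 120220426 to 120220552 on chromosome 8 (GRCh37), 113 bp upstream of the TSS, with a score of 25. The highest-scoring peaks of *RNF43*, *KLF9* and *RGS2* were distal. That of *RNF43* had a score of 38 and lay in intron 2, at 56468866 to 56468992 on chromosome 17, 25966 bp downstream of the TSS. The *KLF9* peak had a score of 38 and lay at 73035076 to 73035202 on chromosome 9, 5566 bp upstream of the TSS. The *RGS2* peak had a score of 16 and lay at 192775129 to 192775255 on chromosome 1, 2977 bp upstream. None of these peaks overlapped an ATF3-KO peak. The paper uses the distal binding at these genes as examples of regulation from active enhancers.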

Of the 535 genes containing distal ATF3-binding sites, 354 (66.2 %) were associated with active enhancers enriched with p300 and bound by ATF3 (Fig. 4g). Interestingly, ATF3-repressed genes appeared to be more likely to harbor distal ATF3 regulatory elements than ATF3-activated genes (Additional file 1: Figure S1D), although the TF motifs contained in the ATF3-binding sites in these two groups of genes were similar (Additional file 1: Figure S1E).

**Fig. 4:**
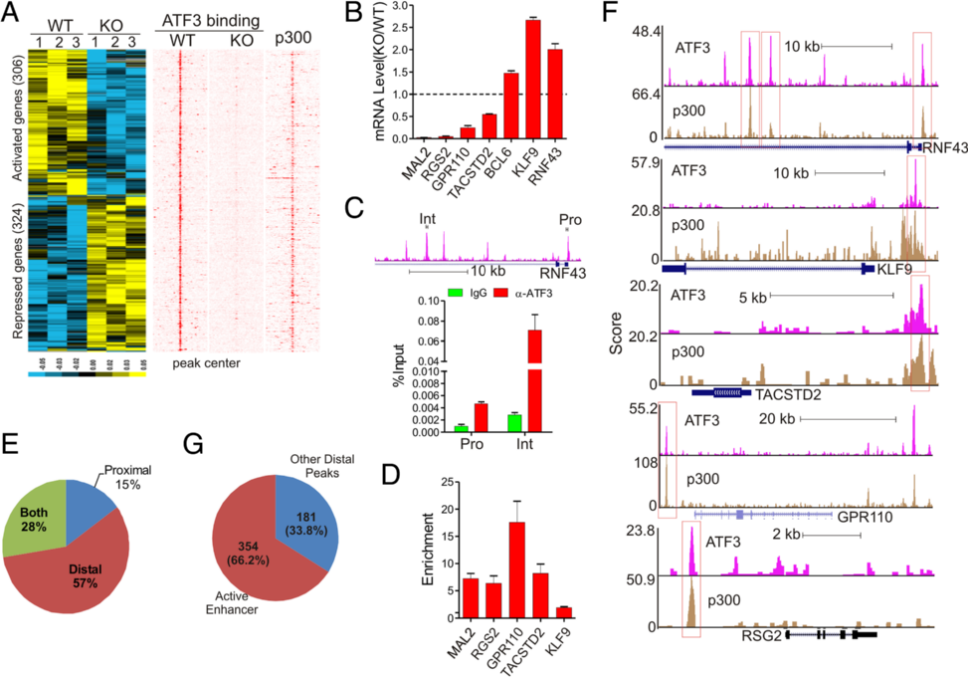
Binding of ATF3 to active enhancers correlates with ATF3-regulated gene expression. **a** Heatmaps showing ATF3-regulated genes, and their binding by ATF3 and p300. **b** qRT-PCR validation of genes differentially expressed between ATF3-wildtype and knockout cells identified by microarray. **c, d** Validation of ATF3 binding to differentially-expressed genes by ChIP-qPCR. **e** ATF3 was localized in regions distal to TSS (>2 kb) of differentially-expressed genes. **f** Representative genome browser views of co-localization of ATF3 and p300 in ATF3-regulatd genes. **g** ATF3 was localized in active enhancers of ATF3-regulated genes. Error bars represents SD

### DNA damage alters the ATF3-binding landscape for gene regulation

As a common stress sensor, ATF3 may regulate cellular stress responses by altering the gene expression landscape. To understand how cellular stresses alter genome-wide ATF3 binding profile for transcriptional regulation, we subjected HCT116 cells treated with CPT for ChIP-seq assays. 

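For the stressed condition, HCT116 cells were treated with 1.5 μM of CPT (camptothecin, a topoisomerase I inhibitor that damages DNA) for 4 h, and 1 ChIP-seq library was made with the ATF3 antibody (ATF3-CPT, no replicates). It was compared with ATF3-Ctrl, the library from wild-type cells that had received DMSO. The cross-linking, alignment and peak calling were those of the basal samples, and the authors deposited the peaks called by HOMER in each library. The ATF3-CPT library had 15457013 tags, of which 12.76% lay in peaks, and the ATF3-Ctrl library had 12947516 tags, of which 5.6% lay in peaks. The peak size was 124 bp in ATF3-CPT. The tag threshold was 9 in both libraries. On the normalized tag count, 1 tag was worth 0.647 in ATF3-CPT and 0.772 in ATF3-Ctrl, and 3 tags were worth 1.941 and 2.317. All peaks of both lists were compared by overlap of at least 1 bp, without removal of peaks found in ATF3-KO cells. The scores are not adjusted for library size, so comparisons between the 2 libraries are given with the normalized tag count beside the score.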

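The ATF3-CPT list held 70702 peaks, of which 70231 lay on chromosomes 1 to 22, X and Y and 471 on other sequences (no replicates). This was 2.08 times the 33966 peaks of ATF3-Ctrl. The median score was 16 in ATF3-CPT and 13 in ATF3-Ctrl. A total of 43597 ATF3-CPT peaks overlapped no ATF3-Ctrl peak and were CPT-only. The ratio of the peak numbers rose to 3.19 when peaks of both samples had to score at least 20, with 29330 peaks after CPT and 9190 before. The paper relates the larger number of sites to the higher ATF3 level after CPT.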

As CPT could increase the ATF3 expression level (Fig. 1b) [32], it was not surprising that the DNA-damaging treatment increased the number of ATF3-binding sites to 70,231 (Fig. 5a) – one fold more than that under the basal condition. 

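Of the 33966 ATF3-Ctrl peaks, 27104 (79.80%) overlapped an ATF3-CPT peak and 6862 (20.20%, 95% Wilson confidence interval 19.78% to 20.63%) did not (1 library each, no replicates). With the ATF3-CPT peaks moved by 100 circular shifts within each chromosome, 219.06 ATF3-Ctrl peaks overlapped one on average and at most 266 did (permutation by circular shifts, p = 0.0099, the smallest that 100 shifts can give). The share not detected after CPT fell as the peak score rose. It was 41.83% in the lowest of 10 equal groups of ATF3-Ctrl peaks by score and 3.06% in the highest. Part of this fall is built in, since peaks near the threshold can drop under it by counting error. A Poisson redraw at unchanged binding and the ATF3-CPT depth put 25.55% of the lowest group under the threshold. In the highest group it put 2.587e-09% there. The share not detected after CPT was most sensitive to the number of ATF3-CPT peaks used. It reached 36.18% with only as many of the highest-scoring ATF3-CPT peaks as there were ATF3-Ctrl peaks. Peaks counted as not detected can lie beside an ATF3-CPT peak. The highest-scoring of them, at 61969226 to 61969352 on chromosome 7 (GRCh37), was followed by an ATF3-CPT peak at 61969359 to 61969483. How many others lay so was not counted, and no overlap rule looser than 1 bp was tried.

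**Figure D1:**
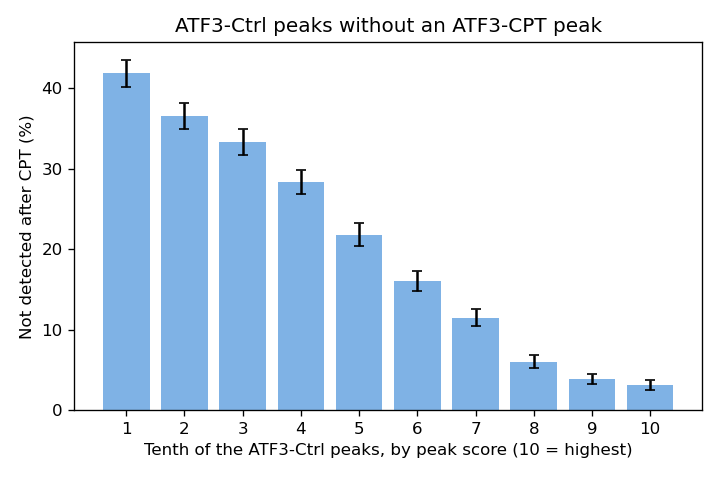
ATF3-Ctrl peaks not detected after CPT, in percent (y axis), in 10 equal groups of ATF3-Ctrl peaks by peak score (x axis, 10 is the highest). Bars are the share of peaks without an overlapping ATF3-CPT peak, and error bars are 95% Wilson confidence intervals. The share falls from 41.83% in the lowest group to 3.06% in the highest. Part of the fall is built in, as peaks near the threshold can drop under it by counting error.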

However, we found that a large number of sites (7,172, 21.3 %) bound by ATF3 under the basal condition were not detected after the CPT treatment (Fig. 5a and b, “WT-only”). ATF3 bound these sites more weakly than the remained sites (Fig. 5b, “WT-only” vs. “Shared” peaks, *p* = 7.46e-05). 

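The 6862 WT-only peaks had a median ATF3-Ctrl score of 10 (quartiles 9 and 13), and the 27104 shared peaks had a median of 15 (quartiles 11 and 23). The mean log2 score was lower in WT-only peaks, with a difference of -0.570 (permutation test across peaks with 100000 resamples, p = 1e-05, the smallest these resamples can give). In the normalized tag count, the medians were 7.7 and 11.6, and the difference was -0.609. The removal of peaks also found in ATF3-KO cells changed the score difference most, to -0.526, with the same p. The peaks come from 1 library, so the test does not cover variation between cultures. A lower score in WT-only peaks is also partly built in, since peaks near the threshold most easily drop under it. The test does not separate this part from weaker binding at the lost sites. On this comparison the paper bases its statement that the lost sites had been bound more weakly.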

Of the “shared” peaks, DNA damage increased ATF3 binding to 13,253 sites but decreased its binding to the rest 13,256 sites (Additional file 1: Figure S2A). 

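Each of the 27104 shared ATF3-Ctrl peaks was compared with the highest-scoring ATF3-CPT peak that overlapped it (1 library each, no replicates). The score was higher after CPT at 23283 sites (85.90%, 95% Wilson confidence interval 85.48% to 86.31%), lower at 3078 sites and equal at 743 sites. An exact binomial test against an equal split gave a log10 p of -3810.9. By the normalized tag count, 21759 sites (80.28%) were higher after CPT and 5300 were lower. The median change of the tags per 10000000 was 1.795-fold. In an exact test of each site on its tags, 11913 sites (43.95%) were higher and 763 sites (2.82%) were lower at a Benjamini-Hochberg adjusted p under 0.05. With 1 library each, this exact test covers counting error only. Its tags were not limited to 1 per position, unlike those of the score. The counts by score turned around when each sample's scores were divided by their median over the shared peaks. Such a division removes any change common to these peaks. Then 11721 sites (43.24%) were higher and 15257 were lower (exact binomial test, p = 4.961e-103).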

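For the comparison of Fig. 5c, the 27104 shared sites were divided at the median change in tags per 10000000 between ATF3-Ctrl and ATF3-CPT, a division chosen after the files had been read. The 13546 sites above the median change had a median ATF3-Ctrl score of 14, and the other 13558 sites a median of 15. The difference in mean log2 score was -0.177 (permutation test across sites with 100000 resamples, p = 1e-05, the smallest these resamples can give). The same basal tags enter the change and the basal score, so the 2 quantities are not independent. A lower basal score above the median change is partly built in, and the test cannot decide the direction. When sites were divided by whether their score was higher after CPT, the medians were 14 for the 23283 higher sites and 18 for the other 3821 sites. The p300 and H3K4me1 data were not in the files analysed here. From the p300 and H3K4me1 signals at the increased sites, the paper proposes that DNA damage promoted ATF3 binding to active enhancers.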

Interestingly, while the CPT-increased sites appeared to be bound by ATF3 more strongly than the CPT-decreased sites under the basal condition (Fig. 5c), the increased sites were also often bound by p300, or enriched with H3K4me1, suggesting that DNA damage promoted ATF3 to bind to active enhancers (Fig. 5c). In contrast, CPT tended to decrease ATF3 binding to those sites localized in promoters and thus often flanked by a high level of H3K4me3 [33] (Fig. 5c). 

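Promoters held 2229 of the 13517 shared sites above the median change (16.49%, 95% Wilson confidence interval 15.87% to 17.13%) and 4797 of the other 13389 sites (35.83%, 35.02% to 36.64%), counted on chromosomes 1 to 22, X and Y (1 library each, no replicates). The odds ratio was 0.354 (Fisher's exact test, p = 2.148e-290). When the sites were divided by whether the score was higher after CPT, 25.35% of the higher sites and 30.94% of the others lay in promoters (odds ratio 0.758, Fisher's exact test, p = 1.572e-12). In the exact test of each site, 662 sites were lower at an adjusted p under 0.05, and 21.45% of them lay in promoters, against 26.23% of the other 26244 sites (odds ratio 0.768, Fisher's exact test, p = 0.0054), whereas 15.53% of the 11890 higher sites did. The median change was a 1.795-fold rise, so the sites at or below it include sites with higher binding after CPT. Sites lower in the exact test lay in promoters less often than all other sites, but more often than the higher sites. H3K4me3 was not in the files analysed here. The paper states that CPT tended to lower ATF3 binding at promoter sites, and gives this location as the reason for their frequent H3K4me3.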

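Promoters held 20.30% of the 70231 ATF3-CPT peaks (95% Wilson confidence interval 20.00% to 20.60%) and 25.77% of the 33681 ATF3-Ctrl peaks (25.30% to 26.24%) on chromosomes 1 to 22, X and Y (no replicates). Of the ATF3-specific peaks, 23.66% lay in promoters (odds ratio 1.217 for ATF3-specific against ATF3-CPT peaks, Fisher's exact test, p = 1.480e-33). Of the CPT-only peaks, 16.70% lay in promoters, compared with 26.10% of the shared ATF3-CPT peaks (odds ratio 0.567, Fisher's exact test, p = 1.638e-195). The median distance to the nearest TSS was 25303.5 bp for CPT-only peaks, 22906 bp for all ATF3-CPT peaks and 19527 bp for all ATF3-Ctrl peaks. An exact ATF/CRE or AP-1 core was present in 41.88% of ATF3-CPT peaks and 32.85% of ATF3-Ctrl peaks. It was present in 42.05% of CPT-only, 40.00% of shared ATF3-Ctrl and 4.46% of WT-only peaks. The largest change in the ATF3-CPT promoter share, to 27.76%, came with the TSS of genes of every type, chosen after seeing the data. From the binding at sites away from TSS, the paper concludes that DNA damage promoted ATF3 binding to distal sites.

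**Figure D2:**
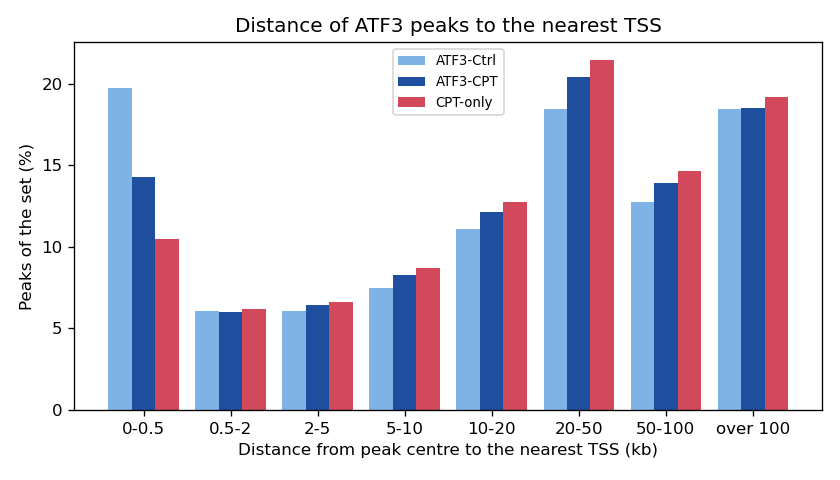
Share of peaks in percent (y axis) by distance in kb from the peak centre to the nearest TSS of a protein-coding gene (x axis), for ATF3-Ctrl, ATF3-CPT and CPT-only peaks on chromosomes 1 to 22, X and Y. Within 0.5 kb of a TSS lie 19.71% of ATF3-Ctrl, 14.27% of ATF3-CPT and 10.48% of CPT-only peaks, and between 20 and 50 kb 18.42%, 20.43% and 21.45%.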

Consistent with these observations, although DNA damage did not significantly change the overall genome distribution and motif composition of the ATF3 binding sites (Additional file 1: Figure S2B and S2C), it promoted ATF3 to bind to the sites distal to TSS (Fig. 5d). Similarly, DNA damage increased the number of sites bound by both ATF3 and p300, and the number of these ATF3-bound active enhancers was increased from 37 % under the basal condition to 57.6 % upon stress (Fig. 5e). Interestingly, the new sites bound by ATF3 after DNA damage (“CPT only” in Fig. 5b) had weaker ATF3-binding affinities than the sites bound by ATF3 under the basal condition (*p* = 1.73e-07, comparing “CPT only” vs “Shared” peaks in Fig. 5b), but had stronger affinities than those lost peaks (*p* = 0.000345, “CPT only” vs “WT only”, Fig. 5b). 

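The 43597 CPT-only peaks had a median ATF3-CPT score of 13 (quartiles 10 and 18), and the 27105 shared ATF3-CPT peaks had a median of 33 (quartiles 19 and 52). The difference in mean log2 score was -1.183 (permutation test across peaks with 100000 resamples, p = 1e-05, the smallest these resamples can give). The 6862 WT-only peaks had a median ATF3-Ctrl score of 10, and the mean log2 score of the CPT-only peaks was higher than theirs by 0.310 (p = 1e-05 in the same permutation test). That comparison is between 2 libraries of different size. On the normalized tag count, which adjusts for library size, the medians were 8.4 and 7.7 and the difference was 0.061 (permutation test, p = 1e-05). This alternative moved the second difference most. The probability that the CPT-only peak of a random pair had the higher value was 0.514 on the normalized tag count and 0.674 on the score, with ties shared equally. Both lists hold only peaks above their own thresholds, and there were no replicates. The paper draws from these comparisons that the sites gained after DNA damage had intermediate affinities.

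**Figure D3:**
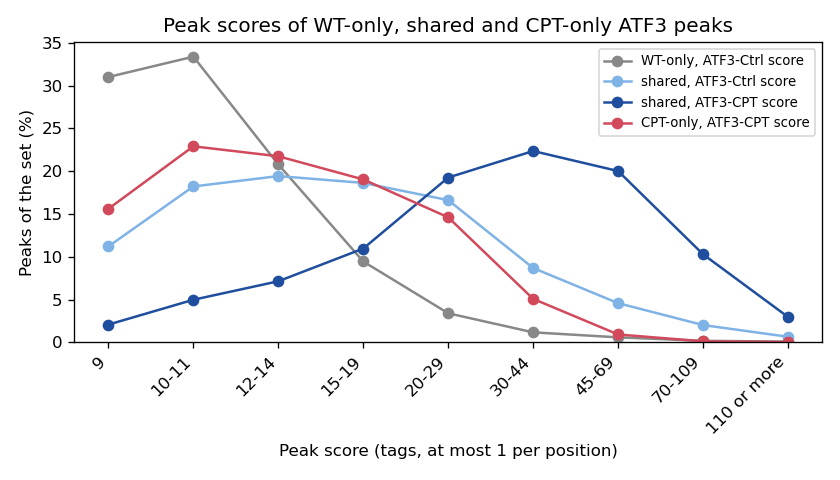
Share of peaks in percent (y axis) by peak score (x axis, in bins of tags with at most 1 counted per position) for WT-only, shared and CPT-only ATF3 peaks, with the library whose score is used named for each line. Scores of 9 are held by 31.0% of WT-only and 15.6% of CPT-only peaks, and the medians are 10 for WT-only, 13 for CPT-only, and 15 (ATF3-Ctrl) and 33 (ATF3-CPT) for shared peaks.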

Our results thus suggest that ATF3 not only increased its level, but also altered its genome binding in response to DNA damage.

**Fig. 5:**
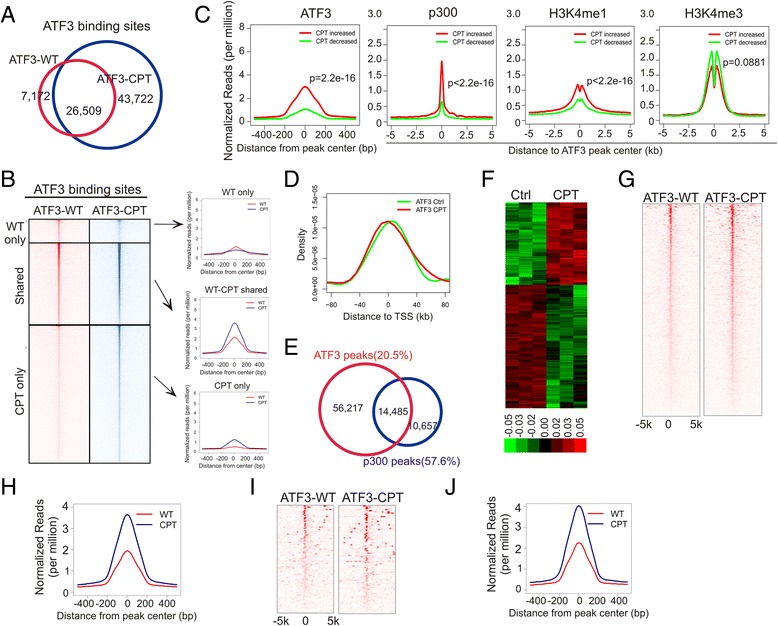
DNA damage alters the ATF3-binding landscape for transcriptional regulation. **a** Venn diagram showing overlap of ATF3-binding peaks between the basal (ATF3-WT) and the CPT-treated (ATF3-CPT) conditions. **b** Heatmaps and intensity plots showing alterations in the ATF3-binding profile caused by DNA damage. **c** Intensity plots showing different enrichments of ATF3, p300, and histone markers between CPT-induced and decreased peaks. **d** Distribution of ATF3-binding sites under basal (ATF3-Ctrl) and stressed (ATF3-CPT) conditions. **e** Venn diagram showing overlaps of ATF3 peaks and p300 peaks under the CPT-treatment condition. **f** Heatmaps showing CPT-regulated genes. **g** Heatmaps of ATF3-binding sites associated with CPT-regulated genes showing that ATF3 was pre-loaded on most of these genes before stress. **h** Intensity plot showing that ATF3 binding to CPT-regulated genes was increased by the CPT treatment. **i** Heatmap showing ATF3-regulated genes under the DNA damage condition were pre-bound by ATF3. **j** Intensity plot showing that DNA damage increased ATF3 binding to ATF3-regulated genes

We next addressed the question as to what changes in gene expression the altered ATF3-binding would cause under the DNA damage condition. Treating HCT116 cells with CPT for 4 h resulted in an increase in expression of 733 genes and a decrease in expression of 1095 genes (fold > 1.5, *p* < 0.05) (Fig. 5f). 1,300 (71.1 %) of these altered genes were bound by ATF3 after DNA damage (Fig. 5g), and thus were more likely regulated by ATF3. Interestingly, 82.9 % of ATF3-bound, CPT-regulated genes were also bound by ATF3 before the cells were treated with CPT (Fig. 5g), suggesting that ATF3 were pre-loaded on the genomic sites for gene regulation under stressed conditions. However, stressed ATF3 appeared to bind these sites more strongly than the quiescent protein (Fig. 5h). Given that CPT equally increased or decreased ATF3 binding on the “shared” sites (see above), these results indicate that DNA damage selectively promoted ATF3 to bind to genomic sites associated with regulated genes.

To further determine the relationship between ATF3 binding and gene regulation under the stressed condition, we analyzed the gene expression data for ATF3 knockout cells, and generated a curated list of 93 genes that were judged, with high confidence, as ATF3-regulated genes in response to DNA damage (Additional file 1: Figure S2D), based on (1) that fold changes before and after the CPT treatment were significantly different (*p* < 0.05, paired *t*-test) between ATF3-wildtype and -knockout cells, (2) that the genes bound by ATF3 with a small binding score (<10) and thus more likely to be derived from experimental errors were excluded. Once again, while 82 (88.2 %) of these genes had already been bound by ATF3 under the basal condition, CPT further increased ATF3 binding to these regulated genes, regardless whether their expression was induced or repressed by CPT (Fig. 5i and j). Interestingly, about a half (43, or 46 %) of these genes contained one or more active enhancers that were bound by both p300 and ATF3 (Fig. 5i), consistent with our previous conclusion that ATF3 can bind to active enhancers to regulate gene expression.

### ATF3 collaborates with p53 in regulating target gene expression

p53 is a master transcription factor that transactivates genes (e.g., *CDKN1A* and *BBC3*, best known as *p21* and *PUMA*, respectively) essential for driving cellular responses (*e.g.*, cell cycle arrest and apoptosis) to DNA damage [34]. As ATF3 can bind p53 [16] and we also found that ATF3-bound genes engage in the p53 signaling pathway (Fig. 2c), we sought to determine how ATF3 interacts with p53 at genomic sites to regulate gene expression in response to CPT-induced DNA damage. 

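p53 binding was measured by ChIP-seq with a p53 antibody, in 1 library from HCT116 cells with wild-type p53 treated with 1.5 μM of CPT for 4 h (p53-CPT) and in 1 library from p53-knockout HCT116 cells that received DMSO (p53-KO). There were no replicates, and the 2 libraries differ in both genotype and treatment. The authors aligned the reads to hg19 and deposited the peaks called by HOMER in each library. The p53-CPT library had 3169743 tags, of which 7.2% lay in peaks, and the p53-KO library 1984941 tags, of which 9.01% lay in peaks. These libraries were smaller than the ATF3-CPT library of 15457013 tags, and their lower tag thresholds were 7 for p53-CPT and 6 for p53-KO. The peak size was 318 bp in p53-CPT and 310 bp in p53-KO. On the normalized tag count 1 tag was worth 3.155 in p53-CPT and 5.038 in p53-KO, and 3 tags were worth 9.465 and 15.114. Peaks of p53-CPT without a base in common with a p53-KO peak were called p53-specific, as ATF3-KO was used for ATF3. These were compared with all ATF3-CPT peaks by overlap of at least 1 bp.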

We first profiled global p53 binding by subjecting CPT-treated HCT116 cells to ChIP-seq analysis. We identified 1,412 p53-binding peaks (Fig. 6a), a number which was low but within the same range (from 743 to 4,785) as other reports [35–37]. 

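The p53-CPT list held 9211 peaks and the p53-KO list 7879 peaks (1 library each, no replicates). Of the p53-CPT peaks, 5611 (60.92%, 95% Wilson confidence interval 59.92% to 61.91%) overlapped a p53-KO peak, against 14.66 on average over 100 circular shifts (permutation by circular shifts, p = 0.0099, the smallest that 100 shifts can give). The remaining 3600 peaks were p53-specific. Their median score was 9 (quartiles 8 and 15), against 13 for the peaks shared with p53-KO. A sequence with at most 3 mismatches to the p53 consensus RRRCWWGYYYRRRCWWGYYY was present in 44.59% of the 3550 p53-specific peaks on chromosomes 1 to 22, X and Y and in 7.20% of sequences of the same width 1000 bp away. In the 5532 peaks shared with p53-KO, this motif was present in 4.65%. Keeping all p53-CPT peaks, 9211, changed the number most, and a score of at least 10 in both peak sets lowered it to 2457.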

These identified binding sites included 3 previously-characterized p53-binding sites in the *CDKN1A* enhancer and promoter regions (site A, C and D, respectively) (Fig. 6b) [35], and sites localized in the promoters of well-characterized p53 target genes *MDM2*, *BBC3* and *BAX* (Fig. 6b). 

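At *CDKN1A*, the p53-CPT list held 3 peaks between 20 kb upstream of the TSS and the end of the gene, none of which overlapped a p53-KO peak (1 library each, no replicates). They lay on chromosome 6 (GRCh37). The peak at 36634863 to 36635181, with its centre 11469 bp upstream of the TSS, had a score of 36 and a normalized tag count of 126.2. The peak at 36644073 to 36644391, centred 2259 bp upstream of the TSS, had a score of 176 and a normalized tag count of 905.4. The peak at 36650254 to 36650572, centred 3922 bp downstream of the TSS, had a score of 36. The highest-scoring p53-CPT peak of *MDM2*, at 69202593 to 69202911 on chromosome 12, lay in intron 1, 795 bp downstream of the TSS, with a score of 71. That of *BBC3*, at 47734441 to 47734759 on chromosome 19, was centred 144 bp upstream of the TSS and had a score of 59. The *BAX* peak, at 49458324 to 49458642 on chromosome 19, lay in intron 1, 351 bp downstream of the TSS, with a score of 36.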

These p53-binding sites were validated by independent ChIP-qPCR assays (Fig. 6c). Consistent with the notion that ATF3 is a p53 regulator [16], we found that ATF3 bound to 23.5 % (332) of p53-binding sites (Fig. 6a), including the *CDKN1A* site A (but not site C and D), and the sites associated with *GADD45A*, *MDM2* and *IGFL3* (Fig. 6d). 

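Of the 3600 p53-specific peaks, 683 (18.97%, 95% Wilson confidence interval 17.72% to 20.29%) overlapped an ATF3-CPT peak (1 library each, no replicates). After 100 circular shifts of the p53 peaks within each chromosome, 37.44 overlapped one on average and at most 56 did (permutation by circular shifts, p = 0.0099, the smallest that 100 shifts can give). Of the 5611 p53-CPT peaks shared with p53-KO, 280 (4.99%) overlapped an ATF3-CPT peak. At *CDKN1A*, the p53 peak 11469 bp upstream of the TSS overlapped an ATF3-CPT peak at 36634964 to 36635088 on chromosome 6 (GRCh37) with a score of 158, whereas the p53 peaks 2259 bp upstream and 3922 bp downstream overlapped none. The p53-CPT peak of *GADD45A*, at 68152291 to 68152609 on chromosome 1 in intron 3, had a score of 108 and overlapped an ATF3-CPT peak with a score of 82. That of *MDM2* had a score of 71, and its ATF3-CPT peak had a score of 47. At *IGFL3*, the p53-CPT peak at 46636689 to 46637007 on chromosome 19, with a score of 82, overlapped an ATF3-CPT peak with a score of 39. The share was most sensitive to the p53 peak set, and was 10.45% over all 9211 p53-CPT peaks. The paper reads the co-localization together with the known regulation of p53 by ATF3.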

Using re-ChIP assays, we confirmed that ATF3 was co-localized with p53 at Site A, but not Site C, of *CDKN1A*, and other tested genomic sites associated with *GADD45A*, *MDM2*, *IGFL3*, *GSN*, and *BBC3* (Fig. 6e). Of these ATF3/p53 co-localized sites, 61 only carried a p53 motif, 7 only carried an ATF3 motif, and 63 harbored both motifs (Fig. 6e; Additional file 2: Table S1). 

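The motifs were searched in the 666 p53-specific peaks on chromosomes 1 to 22, X and Y that overlapped an ATF3-CPT peak. A sequence with at most 3 mismatches to the p53 consensus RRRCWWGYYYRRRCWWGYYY was counted as a p53 motif, and an exact ATF/CRE or AP-1 core as an ATF3 motif. Of the 666 peaks, 193 had only the p53 motif, 80 had only the ATF3 motif, 107 had both and 286 had neither. The p53 motif was present in 45.05% of these peaks (95% Wilson confidence interval 41.31% to 48.84%) and in 6.38% of sequences of the same width 1000 bp away. The ATF3 motif was present in 28.08% (24.80% to 31.61%), against 5.41% of those sequences. The p53-specific peaks without an ATF3-CPT peak had the p53 motif in 44.49% of cases.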

Given that ATF3 can directly bind p53 [16], co-localization of ATF3 with p53 at genomic sites might be owing to p53-mediated recruitment of ATF3 to sites containing the p53 motif, and/or ATF3-mediated recruitment of p53 to sites harboring the ATF3 motif. Indeed, we found a strong correlation between the ATF3-binding score and the p53 peak score at these genomic sites (r = 0.8170, Fig. 6g). 

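At the 683 p53-specific peaks that overlapped an ATF3-CPT peak, the p53 score was compared with the score of the highest-scoring overlapping ATF3-CPT peak. Across sites, Pearson's r was 0.112 (permutation test, p = 0.004, Benjamini-Hochberg adjusted p = 0.0071) and Spearman's rho was 0.040 (permutation test, p = 0.3014, adjusted p = 0.3445). Sites of 1 pair of libraries are not independent replicates. Without the 2 sites farthest from the median ATF3 score, r was 0.090. The adjustment covered 16 relations computed across sites, each with r and rho. At the 61 sites of Table S1, r was 0.392 (permutation test, p = 0.0023, adjusted p = 0.0053). Among the alternatives set before the files arrived, r moved most when the mean of the ATF3 score and the p53 score was used in place of the ATF3 score, to 0.648, a value that holds the p53 score on both axes. With normalized tag counts in that mean, chosen after seeing the data, r was 0.960. The paper proposes that p53 might recruit ATF3 to these sites, or the reverse, or both, and cites its correlation in favour.

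**Figure D4:**
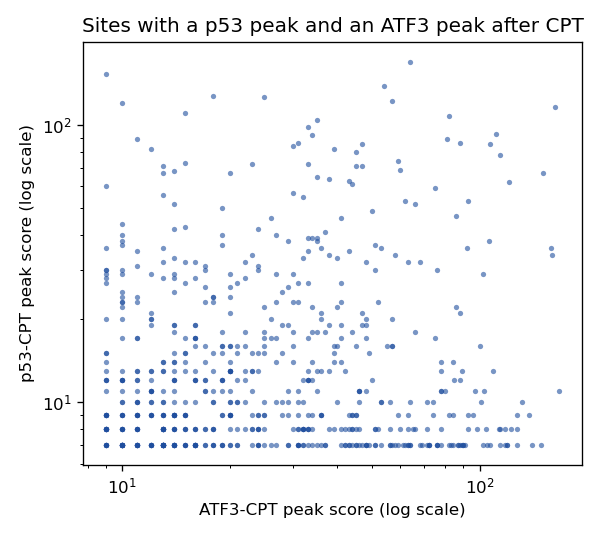
p53-CPT peak score (y axis, log scale) against ATF3-CPT peak score (x axis, log scale) at the 683 p53-specific peaks that overlap an ATF3-CPT peak, with each point a site. The points spread over the whole range of ATF3 scores at low p53 scores, and Pearson's r of the scores is 0.112.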

Moreover, p53 depletion dramatically impaired ATF3 binding to 5 out of 7 tested p53-motif-only sites (Fig. 6h). Of note, although p53 was previously shown to be required for ATF3 induction by DNA damage caused by γ-irradiation [38], we did not see decreased ATF3 expression in p53-knockout cells under our experimental condition (data not shown). The reason why p53 knockout did not decrease ATF3 binding to the *CDKN1A* Site A and the GDF15 p53-binding site that lacked the ATF3 motif was unclear, but other TFs might recruit ATF3 to these sites. Interestingly, p53 binding to the sites containing only the ATF3 motif was significantly decreased by ATF3 knockout as well (Fig. 6i), suggesting that ATF3 could also recruit p53 to genomic sites that do not contain a p53 motif. Thus, the ATF3-p53 interaction might expand the list of genes that can be regulated by p53. Interestingly, 19.5 % (58/297) of the ATF3/p53 co-localized sites, including the site associated with *CDKN1A*, *BBC3* and *GDF15*, were also enriched with p300, suggesting that many of these sites were active enhancers and thus the ATF3-p53 interaction on genomic sites were likely functional. Indeed, we demonstrated that knockout of ATF3 expression impaired CPT-induced *CDKN1A*, *BBC3,* and *GDF15* expression (Fig. 6j). Therefore, our results indicate that ATF3 could interact with p53 at genomic sites thereby regulating gene expression in the DNA damage response.

**Fig. 6:**
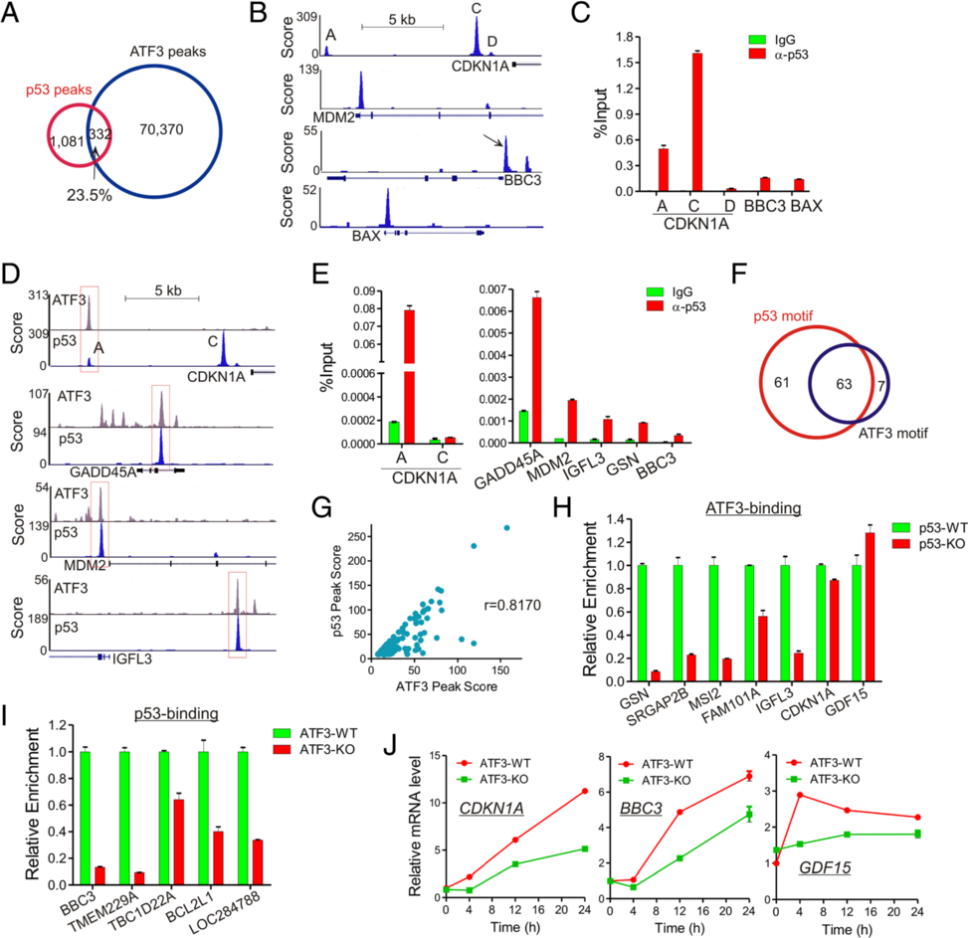
Co-localization of ATF3 and p53 in genomic sites regulates gene expression in the DNA damage response. **a** Venn diagram showing the overlap between ATF3 peaks and p53 peaks under the DNA damage condition. **b** Genome browser views of p53 binding to several well-characterized p53 target genes. **c** Binding of p53 to indicated sites was validated by independent ChIP-qPCR assays. **d** Genome browser views of co-localization of ATF3 and p53 in representative genomic sites. **e** ATF3 and p53 were co-localized in genomic sites as demonstrated by re-ChIP assays. HCT116 cells treated with 1.5 μM of CPT for 4 h were first subjected to ChIP using the ATF3 antibody. The chromatin precipitated by the ATF3 antibody was then eluted from agarose beads, and subjected to the second round of ChIP using the p53 antibody. qPCR assays were used to quantitate re-ChIPed DNA. **f** Venn diagram showing the overlap of p53-binding sites containing the p53 motif or the ATF3 motif. **g** The ATF3 peak score correlated with the p53 peak score in the sites co-localized by ATF3 and p53. **h** ATF3 binding was often decreased in p53-knockout cells. p53-wildtype and knockout (p53-KO) HCT116 cells were subjected to ChIP-qPCR to measure binding of ATF3 to the indicated sites. **i** p53 binding was decreased in ATF3-knockout cells. ATF3-wildtype and knockout (ATF3-KO) HCT116 cells were subjected to ChIP-qPCR to measure binding of p53 to the indicated sites. **j** Expression of p53 target genes was repressed in ATF3-KO cells. Indicated cells were treated with 1.5 μM of CPT for qRT-PCR assays. ATF3 binding to these genes before and after CPT treatments in ATF3-WT cells were shown in Additional file 1: Figure S3

## Discussion

It is often shown that ATF3 binds the ATF/CRE *cis*-acting element localized in gene promoters and regulate expression of genes associated with human diseases [12–14]. We carried out this study in light of the fact that a genome-wide ATF3-binding profile in the human genome was lacking. Employing engineered ATF3-knockout cells as the specificity control, we identified 33,681 specific ATF3-binding sites across the human genome under the basal condition. Although this number was surprisingly large given that the basal ATF3 expression level was low, it was comparable to 22,521 sites identified in mouse dendritic cells [39]. As 81.7 % of the ATF3-binding sites contained a known ATF3 motif (Fig. 2e) [40], ATF3 might directly bind a majority of these sites. It was thus likely that the low level of constitutively-expressed ATF3 was sufficient to bind most of available sites in the genome. Interestingly, ATF4, a family member sharing the same binding motif with ATF3, binds only 1,210 sites in the mouse genome [39]. While this difference might be owing to different DNA-binding affinity, interactions with other transcription regulators could poise ATF3 for a higher level of genome binding. The latter possibility is supported by the fact that ATF3 differs from ATF4 in its ability of interacting with other proteins [25]. It is worth noting that the ATF3 genome-occupancy level is lower than that of pioneer factors, which often bind more than 50,000 genomic sites [39], but significantly higher than that of most of gene-specific TFs (*e.g.*, p53) that generally occupy a few thousands of genomic sites (Fig. 6a). It is thus tempting to hypothesize that ATF3 serves as a molecular beacon, or “primer factor”, that binds genomic sites subsequent to binding of pioneer factors, and directs other TFs or transcription co-regulators to appropriate genomic sites upon stimulation [39]. This hypothesis was partly supported by the findings that ATF3 directly interacts with many TFs (e.g., p53, p63, AR, Sp1) [16, 21, 26, 41] and histone modifying enzymes (e.g., Tip60 and HDAC) [17, 22]. Importantly, while the GO analysis revealed that the ATF3-bound genes were associated with cellular response to stress under the basal condition (Fig. 2c), we found that the genes whose expression was regulated by DNA damage were often pre-bound by ATF3 (Fig. 5g). Thus, like the transcription factor p63 [42], ATF3 might bookmark genes for transcriptional regulation. In this regard, it is likely that ATF3 recruits diverse sets of TFs to genomic sites pre-bound by ATF3 upon varying stimuli, thereby regulating gene expression and mounting rapid, appropriate responses to varying cellular stresses. However, DNA damage-induced changes in ATF3 binding were more dynamic than what the “primer-factor” hypothesis suggests [39]. DNA damage not only increased the number of ATF3 binding sites by 1 fold, but abolished up to one-fifth of the basal binding events (Fig. 5b). In addition, CPT increased ATF3 binding to some genomic sites but decreased its binding to almost equal numbers of other sites. While stress-induced loss of genomic binding has also been reported for other stress-inducible TFs (*e.g.*, JunB) [39], the decrease in ATF3 binding to a substantial number of genomic sites argues against the notion that the dynamic changes in ATF3 binding was a mere consequence of elevated ATF3 expression induced by DNA. As DNA damage can alter chromatin structure [43–45], it might allow access of some genomic sites to, while shielding other sites from, ATF3. Interestingly, the CPT treatment appeared to promote ATF3 to bind to sites distal to TSS (Fig. 5d). While the exact mechanism remains elusive, it might be that the epigenetic environments where the distal sites reside are favorable for TF binding. Indeed, these distal sites often coincide with p300/H3K27ac-enriched active enhancers (Fig. 3d), which are known to have lower nucleosomal density [5].

Like other TFs [36, 42], binding of ATF3 to the regulatory region of a gene did not always result in a change in gene expression. Indeed, although ATF3 bound more than 10,000 genes, a complete loss of ATF3 expression only altered expression of a small number of genes under both the quiescent and the stressed condition. While RNA-based assays (*e.g.*, microarray and RNA-seq) may not serve as accurate measurements of transcription activity [42], other TFs capable of binding the same motifs (*e.g.*, JunB) [39] might compensate for ATF3 loss. Interestingly, the ATF3-binding sites often contained motifs of other TFs in addition to the ATF3 motif (Fig. 2), suggesting that ATF3 might act in concert with other TFs to regulate gene expression. Our results also indicate that ATF3 can activate or repress gene expression depending on gene context. While the location and motif composition of the ATF3-binding site did not appear to determine whether ATF3 activates or represses gene expression (Additional file 1: Figure S1D and S1E), it is very likely that the epigenetic environment surrounding the ATF3-binding sites determine the availability of transcription co-activators (like Tip60), or transcription co-repressors (e.g., HDAC), which consequently transactivate or repress expression of ATF3-bound genes. Thus, the early notion that ATF3 homodimers and heterodimers respectively repress and activate transcription appears oversimplified and misleading.

An important finding from this study is that ATF3 bound to 37 % of genomic sites that were bound by p300 and characterized by high levels of H3K27ac under the basal condition (Fig. 3b). These genomic sites are defined as active enhancers and have been shown to contain functional regulatory elements that drive proximal gene expression during embryonic development [3, 4]. Interestingly, DNA damage increased the percentage of active enhancers bound by ATF3 to 57.6 %. Moreover, although ATF3 binding alone was not sufficient to regulate transcription, most of genes regulated by ATF3 appeared localized proximal to ATF3-bound active enhancers (Fig. 4). This strong correlation between TF binding to active enhancers and the regulation of gene expression was not without precedent. The transcription factor p63, for instance, was recently shown to bind H3K27ac-enriched active enhancers, and the binding correlates with dynamic gene expression regulated by p63 during epidermal differentiation [42]. As active enhancers often contain a cluster of motifs allowing for binding by multiple TFs, it is likely that these TFs collaboratively interact with the basal transcription machinery in core promoters to regulate gene expression. Therefore, the observed correlation between enhancer binding and transcriptional regulation is consistent with our notion that ATF3 needs to cooperate with other TFs to regulate gene expression.

The tumor suppressor p53 drives a transcription program for eliciting diverse cellular responses to DNA damage. Previously, we reported that ATF3 can activate p53 by binding and directly blocking its ubiquitination [16]. We also found that ATF3 can induce p53 activation by promoting the activity of a histone acetyltransferase Tip60 and the subsequent activation of ATM [22]. In this study, we revealed an additional mechanism by which ATF3 regulates p53, *i.e.*, co-localization with p53 at genomic sites. Indeed, we found that ATF3 was co-localized with p53 at more than 20 % of p53-binding sites identified by ChIP-seq (Fig. 6a). As ATF3 can interact with p53 [16], such co-localization might be a consequence of p53-mediated ATF3 recruiting (Fig. 6h), or vice versa (Fig. 6i). On the other hand, some co-localized genomic sites contained both the p53 and the ATF3 motif, and thus could be bound by p53 and ATF3 simultaneously. Regardless, close proximity between ATF3 and p53 at genomic sites might directly alter p53 conformation thereby regulating the p53 transcriptional activity (Fig. 6j). Our results are supported by a recent report, which carried out ATF3 ChIP-chip assays and shows binding of ATF3 to promoters of many known p53 target genes [46]. However, Our study indicates that a large number of co-localized sites were far beyond promoter regions [47] and were also often bound by p300. Therefore, the genomic co-localization of ATF3 and p53 serves as an additional mechanism for fine tuning p53 activity in the DNA damage response.

## Conclusions

Our results indicate that ATF3 likely preoccupies genomic sites regulatory for genes involved in the cellular stress response, and thus bookmarks these sites for transcriptional regulation under basal and stressed conditions.

## Methods

### Cell culture and generation of ATF3-knockout cells

HCT116 wild-type and p53-knockout cells (obtained from Bert Vogelstein) were cultured in McCoy’s 5A medium supplemented with 10 % fetal bovine serum. H1299 cells and 293 T cells were cultured in RPMI 1640 and DMEM medium, respectively. We knocked out ATF3 expression in HCT116 cells using a rAAV-based approach [23]. Briefly, left and right homology arms flanking a small region (22 bp) in the exon 3 of *ATF3* were amplified by PCR, and sequentially ligated into pAAV-TK-Acceptor [23] via restriction enzyme digestion. The resulted plasmid was then transfected into AAV-293 cells for rAAV packaging using the AAV Helper-free System (Agilent) following the manufacturer’s protocol. For viral infections, HCT116 cells in 60 mm dishes were incubated with 2 ml of viral supernatant overnight, followed by re-suspension in medium containing 500 μg/ml of G418 for selection. Genomic DNAs were then prepared from resistant single clones as describe previously [48], and used for PCR to identify targeted clones. To remove the inserted selection gene, targeted clones in 24-well plates were transfected with a Cre-expression plasmid. Single clones regaining G418 sensitivity were accordingly identified, and subjected to the 2nd round of genome editing to knock out the 2nd *ATF3* allele as describe above. The sequences of primers used in this report are available upon request.

### Chromatin immunoprecipitation

Chormatin immunoprecipitation was performed essentially as described previously [49]. Briefly, cells (2 × 10^7^) treated with or without 1.5 μM of CPT for 4 h were cross-linked with 1 mM of di(N-succinimidyl) glutarate (DSG) for 45 min, followed by 1 % formaldehyde for 10 min at room temperature. After treating with 0.125 M of glycine for 5 min, cells were resuspended in 10 ml of Solution I (10 mM Hepes-KOH, pH7.5, 10 mM EDTA, 0.5 mM EGTA, and 0.75 % Triton X-100), and incubated at 4 °C for 10 min. Cells were further incubated with 10 ml of Solution II (10 mM Hepes-KOH, pH7.5, 200 mM NaCl, 1 mM EDTA, and 0.5 mM EGTA) at 4 °C for 10 min before lysed in cold FA lysis buffer (50 mM Hepes-KOH, pH7.5, 140 mM NaCl, 1 mM EDTA, 1 % Triton X-100, 0.1 % sodium deoxycholate, and proteinase inhibitors). Chromatin was sheared by sonication using Bioruptor to an average fragment size of 500 bp, and then incubated with 2 μg of the antibody (ATF3, sc-188; p53, sc-126; p300, sc-585) or normal IgG (rabbit, sc-3888; mouse, sc-2025) purchased from Santa Cruz, at 4 °C overnight. Immunocomplexes were precipitated with 30 μl of ssDNA-protein A/G agarose (Millipore) at 4 °C for 2 h, and sequentially washed with Buffer I (50 mM Tris–HCl, pH8.0, 150 mM NaCl, 1 % SDS, 0.5 % sodium deoxycholate, 1 % NP 40, and 1 mM EDTA), Buffer II (buffer I with 500 mM NaCl), Buffer III (50 mM Tris–HCl, pH8.0, 250 mM LiCl, 0.5 % sodium deoxycholate, 1 % NP 40, and 1 mM EDTA), and TE buffer (50 mM Tris–HCl, pH8.0, and 1 mM EDTA). Bound chromatin was eluted with 0.3 ml of Elution buffer (50 mM Tris–HCl, pH8.0, 1 % SDS, and 1 mM EDTA). After reversal of crosslinking, RNase A and Proteinase K was added, and DNA was purified by phenol extraction and ethanol precipitation. For re-ChIP assays, chromatin immunoprecipitated with the ATF3 antibody was eluted in 0.15 ml of Elution buffer, and then diluted by 20 times with re-ChIP buffer (20 mM Tris–HCl, pH8.0, 150 mM NaCl, 1 % Triton X-100, and 2 mM EDTA), followed by incubation with the p53 antibody as described above.

### ChIP-seq and data analysis

ChIP-seq libraries were prepared according to standard protocols using Biosicentific’s DNA Sample Kit (cat#514101) [50]. Libraries were sequenced using Illumina Hi-Seq platforms. Sequence reads were aligned to the Human Reference Genome (assembly hg19) using Burrows-Wheeler Alignment (BWA) Tool Version 0.6.1. Peak identification, overlapping, subtraction and feature annotation of enriched regions were performed using Hypergeometric Optimization of Motif EnRichment suite (HOMER). Heatmaps and intensity plots of peaks were generated by Perl script, R and/or java Treeview. HOMER was used to check motif enrichment.

### Microarray data analysis

Total RNA was prepared using Agilent Total RNA Isolation Mini Kit (cat# 5185–6000). Microarray expression profiling was performed using HumanHT-12 v 4.0 Expression BeadChip (Illumina). Data were preprocessed and normalized by GenomeStudio. Differentially expressed genes were identified by Bioconductor limma package and GenePattern. Heatmap view of differentially expressed genes was created by Cluster and Java Treeview. GO term enrichment was determined using DAVID.

### Western blotting and quantitative PCR

Western blotting assays were performed as described previously [16]. In brief, cells were lysed in RIPA buffer containing 50 mM Tris–HCl, pH 7.4, 1 % Nonidet P-40, 0.25 % sodium deoxycholate, 150 mM NaCl, 1 mM EDTA, 1 mM PMSF, and 1 mM NaF, 1 mM Na_3_VO_4,_ and protease inhibitor cocktail (Roche), and then resolved in SDS-polyacrylamide electrophoresis for immunoblotting. Quantitative PCR assays were carried out using SYBR Green as described elsewhere [49].

### Availability of supporting data

The data sets supporting the results of this article are available in the GEO with the accession number GSE74363 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=yfozycagbfojfkz&acc=GSE74363).

## Additional files

Additional file 1: This pdf file contains Figure S1, S2 and S3. (PDF 531 kb) Additional file 2: Table S1. A list of unique genes containing overlapped ATF3 and p53 peaks where both ATF3 and p53 motifs are present. 

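Table S1 lists, for each gene, the position of a site bound by ATF3 and p53 and a score. All 61 positions of the list hold an ATF3-CPT peak and a p53-CPT peak, and none holds a p53-KO peak. An ATF3-Ctrl peak was present at 27 of them (1 library each, no replicates). The median score was 32 for the ATF3-CPT peaks and 38 for the p53-CPT peaks. Across these sites, which are not independent replicates, the listed score correlated with the p53-CPT normalized tag count with r = 0.894 and rho = 0.808 (permutation tests, p = 1e-05 for both, the smallest these resamples can give, adjusted p = 3.2e-05). With the ATF3-CPT normalized tag count, r was 0.560 (permutation test, p = 7e-05, adjusted p = 1.867e-04) and rho was 0.687. The ATF3-CPT and p53-CPT normalized tag counts correlated with r = 0.395 (permutation test, p = 0.0032, adjusted p = 0.0066) and rho = 0.418.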

(XLSX 32 kb)

# Supplementary material for: The common stress responsive transcription factor ATF3 binds genomic sites enriched with p300 and H3K27ac for transcriptional regulation
**Source:** BMC Genomics. 2016 May 4;17:335. doi: 10.1186/s12864-016-2664-8
**Supplement:** Additional file 1: — This pdf file contains Figure S1, S2 and S3.

# Supplemental Figures

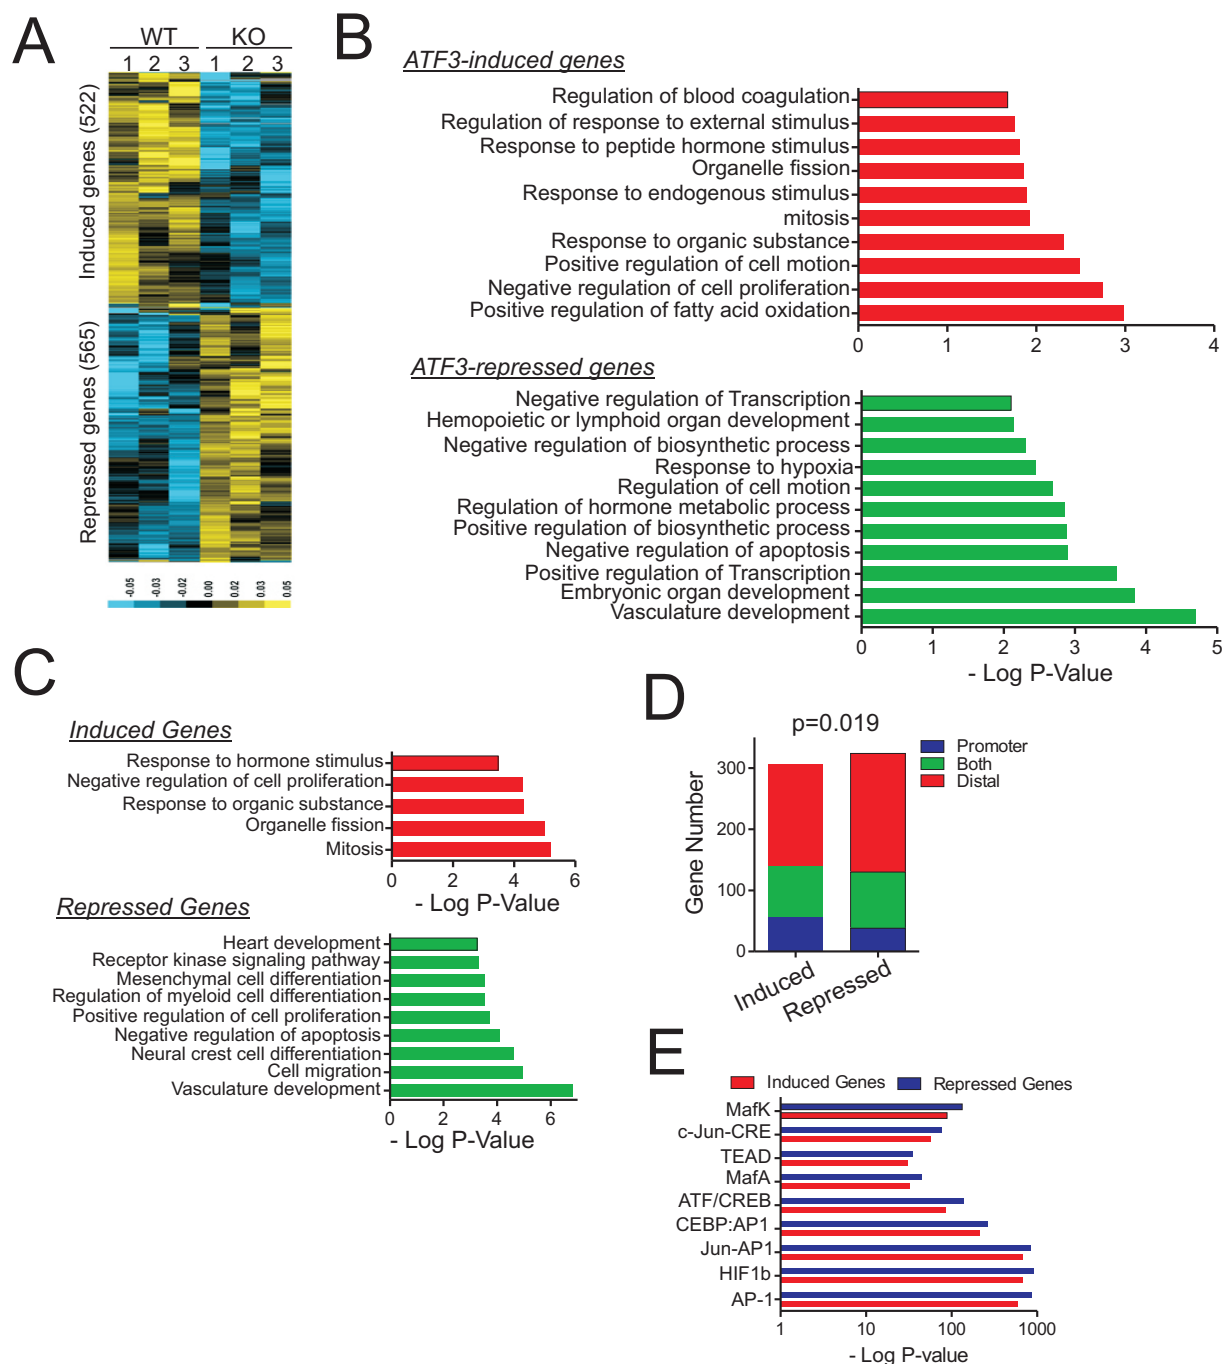

Figure S1. **Analyses of genes differentially expressed between ATF3-wildtype and knockout cells.** (A) Heatmap showing differentially-expressed genes derived from microarray data. (B) GO analysis of ATF3-induced, and repressed genes. (C) GO analysis of genes directly regulated by ATF3. (D) The binding of ATF3 to distal regions tended to repress gene expression. The p value was calculated by the Fisher Exact test. (E) No difference was found in the motif composition of ATF3-binding sites between ATF3-induced and ATF3-repressed genes.

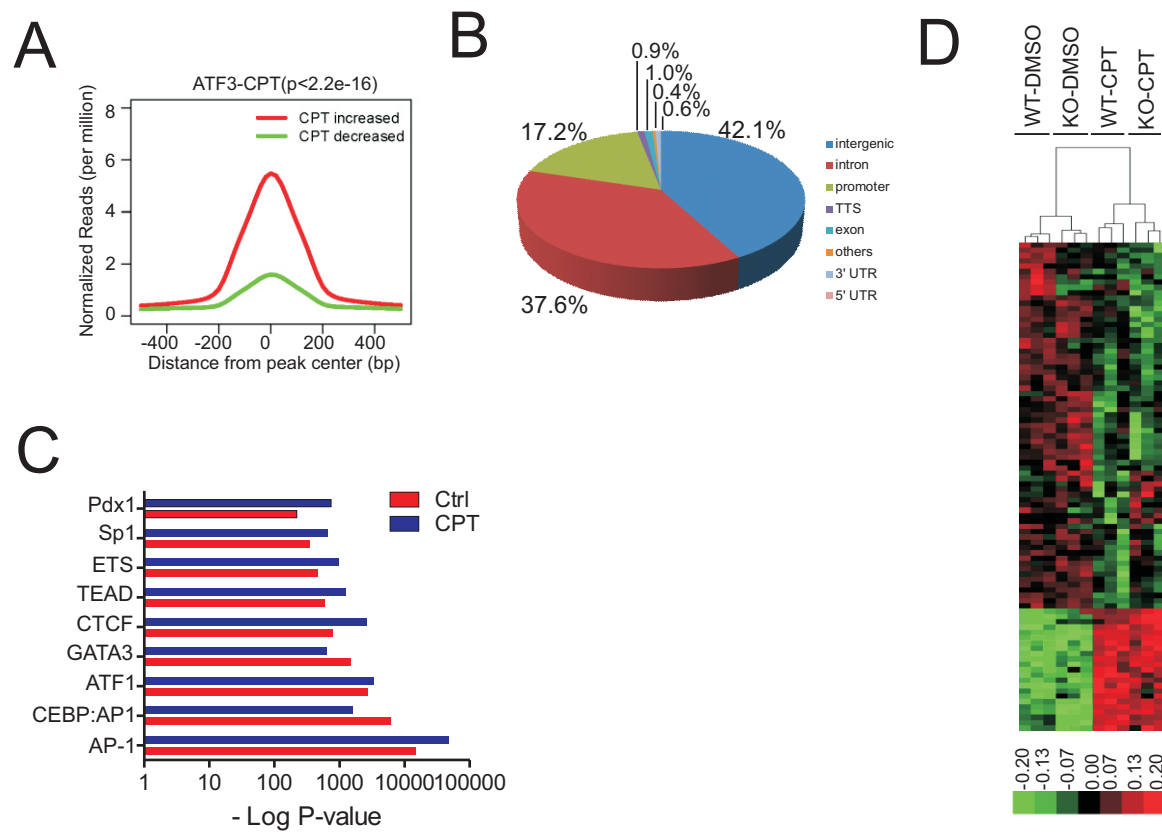

Figure S2. **Profiling ATF3-binding sites under the stressed condition.** (A) Intensity plot showing ATF3 peaks increased or decreased by CPT under the stressed condition. (B) Distribution of ATF3-binding sites under the stressed condition. (C) Comparison of motifs contained in ATF3-binding sites between the quiescent (Ctrl) and stressed (CPT) condition. (D) Heatmap of genes regulated by ATF3 under the DNA damage condition.

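After CPT, 14256 of the 70231 ATF3-CPT peaks on chromosomes 1 to 22, X and Y lay in promoters (20.30%, 95% Wilson confidence interval 20.00% to 20.60%, no replicates). Exons held 2.21% of the peaks, introns 33.50%, and 43.998% lay between genes. For the ATF3-Ctrl peaks, these shares were 25.77%, 1.84%, 29.93% and 42.46%. With promoters of 1 kb on either side of the TSS, the promoter share after CPT was 17.05%, and with the TSS of genes of every type, chosen after seeing the data, it was 27.76%.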

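An exact AP-1 core was present in 40.56% of the 70231 ATF3-CPT peaks and in 31.04% of the 33681 ATF3-Ctrl peaks, and an exact ATF/CRE core in 1.41% and 1.93% of them (1 library each, no replicates). In sequences of the same width 1000 bp away, the AP-1 core was present in 2.06% and 2.00%. Within the ATF3-Ctrl peaks, the AP-1 core was present in 37.79% of shared and 4.22% of WT-only peaks. Among CPT-only peaks, 41.32% held it. The motif search of HOMER behind Figure S2C was not run here.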

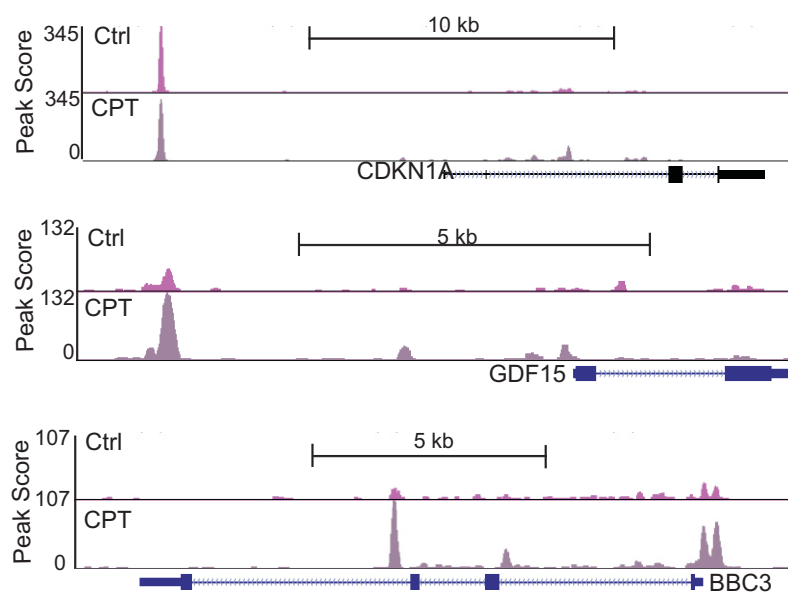

Figure S3. ATF3 binding before and after CPT treatments.

How the deposited data were processed for this re-analysis (not part of the article)

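Genome-wide binding of ATF3 and p53 in HCT116 cells was measured by ChIP-seq in 5 libraries, with 1 library per condition and no replicates. ATF3 was precipitated from wild-type cells that had received DMSO (ATF3-Ctrl), from wild-type cells treated with 1.5 μM of CPT for 4 h (ATF3-CPT) and from ATF3-KO cells that had received DMSO. p53 was precipitated from cells with wild-type p53 treated with 1.5 μM of CPT for 4 h (p53-CPT) and from p53-knockout cells that had received DMSO (p53-KO). The p53-CPT and p53-KO libraries therefore differ in genotype and in treatment.

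The authors aligned the reads to hg19 with BWA and called peaks in each library separately with the findPeaks program of HOMER, without an input control in the command of the file headers. The headers give a false discovery rate of 0.001, a fold of 4 over the local region and a local Poisson p of 1e-04 as thresholds. For each peak, the deposited lists hold a position, a normalized tag count and a findPeaks score. The deposited normalized tag count is a signal in tags per 10000000 tags of the library, computed by the authors. The deposited score is a whole number of tags with at most 1 tag counted per position, and the authors did not adjust it for library size. The authors also deposited a fold enrichment of each peak over the local region with its p-value, which were not used in any test here. A focus ratio, which is the fraction of tags near the peak centre, and a clonal fold change were deposited by the authors and not used here.

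The libraries held 12947516 tags (ATF3-Ctrl), 15457013 tags (ATF3-CPT), 12820520 tags (ATF3-KO), 3169743 tags (p53-CPT) and 1984941 tags (p53-KO). The smallest signal of 3 tags corresponded to a normalized tag count of 2.317, 1.941, 2.34, 9.465 and 15.114 in these libraries. Peaks under the tag thresholds of 9, 9, 11, 7 and 6 were not in the lists, so binding below them was not detectable.

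From the lists, peaks were counted and compared by overlap of at least 1 bp on all sequences. Overlaps were compared with 100 circular shifts of the peaks within each chromosome. Scores of sets of peaks were compared by permutation tests of the difference in mean log2 score with 100000 resamples. Shared ATF3 sites were compared with the highest-scoring overlapping ATF3-CPT peak by an exact binomial test. Each shared site was also tested by a conditional exact binomial test on the tags recovered from the normalized tag counts, with Benjamini-Hochberg adjustment. The last test and the division of shared sites at their median change were chosen after the files had been read. Shares are given with 95% Wilson confidence intervals and normalized tag counts of single peaks with exact Poisson intervals. Shares of peaks in promoters were compared by Fisher's exact test. Correlations across sites are given as Pearson's r and Spearman's rho with permutation tests, and adjusted p-values cover the 16 relations computed.

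Promoters were the 2 kb on either side of the TSS of protein-coding genes in GENCODE release 44 mapped to GRCh37, the build of hg19. Promoter and sequence results used the peaks on chromosomes 1 to 22, X and Y. The cores TGACGTCA and TGASTCA were searched as exact matches on either strand. The p53 motif was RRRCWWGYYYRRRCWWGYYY with at most 3 mismatches. Background sequences had the same width and lay 1000 bp to the side of each peak. Sequence of low complexity was a window of 300 bp in which the distinct 6-base words made up less than 0.5 of all such words. The motif search, annotation and overlap programs of HOMER were not run here.

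Genes and sites named in the text were those the paper names for the ChIP-seq data, taken at their Table S1 position or between 20 kb upstream of the TSS and the end of the gene, and the 5 highest-scoring peaks of each sample and set. This rule was set before the files arrived. Of 31 genes examined, 5 had no entry under that name in the annotation and were left out. Not every gene that met the rule is among those reported.

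The findPeaks score was set as the main value before the files arrived. After the files had been read, the full set of results was run with the normalized tag count as the main value, and the score was restored before the text was written. The values of both were therefore known, and the directions of the main comparisons did not differ between them. The alternatives set before the files arrived covered the overlap required, the score required, the chromosomes used, the removal of peaks found in knockout cells, the value compared, the promoter width and the core window. Further alternatives were added after the data had been seen, and the closing section gives the effect of all of them.

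The scripts were tested on simulated data with known answers in each run before the deposited files were processed. In an earlier version of this test, a tolerance had been altered after a check failed, and all tolerances were then replaced by ranges derived from theory. All 13 checks fell in these ranges, and 72.9% of sites planted with a 3-fold change were called at an adjusted p of 0.05. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9 were used. The microarray, ChIP-qPCR, re-ChIP, p300 and histone data of the paper were not in the files analysed here.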

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

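The p53 antibody gave peaks in cells without p53, in data on which the paper does not report. The p53-KO list held 7879 peaks, and 5611 of the 9211 p53-CPT peaks overlapped a p53-KO peak. The overlap was 14.66 peaks on average over 100 circular shifts. The technical explanations tested were tandem repeats and residual p53, both with predictions made before the values were seen. Sequence of low complexity made up 12.1656% of the peaks shared with p53-KO, against 5.4085% of the p53-specific peaks. That is more than in the p53-specific peaks but far from most of the shared peaks, which the prediction for tandem repeats required. The p53 motif was 0.6369 times as frequent in the shared peaks as in sequence 1000 bp away, where residual p53 was predicted to give at least 2 times. Neither residual p53 nor repeats of low complexity account for most of the shared peaks by these tests. The measure of low complexity covers windows of 300 bp, so tandem repeats with longer or diverged units were not tested. Without an input library in the files analysed here, a preference of the p53 antibody or of the library preparation for certain sites was not tested. No biological explanation was tested, since p53-KO is the only library of its genotype.

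A further signal without an analysis in the paper was the sequence of the ATF3-KO peaks. Of the 2149 ATF3-KO peaks on chromosomes 1 to 22, X and Y, 6.0493% held an exact ATF/CRE core, against 0.0465% of sequences 1000 bp away. The ATF/CRE or AP-1 core was 4.3404 times as frequent in ATF3-KO peaks as in those sequences. The AP-1 core was present in 3.4435% of ATF3-KO peaks and 2.1405% of those sequences, a ratio of 1.6087. In ATF3-specific peaks, the AP-1 core was present in 32.5459% and the ATF/CRE core in 1.6292%. The prediction for binding of a bZip protein other than ATF3, or of residual ATF3, was at least 2 times, made before the value was seen. The combined ratio met it, and the AP-1 core by itself did not. The peaks with an ATF/CRE core that raised the question enter the combined ratio, so meeting the prediction is not independent evidence. Sequence of low complexity made up 15.6352% of the ATF3-KO peaks and 1.4537% of the ATF3-specific peaks. Tandem repeats that this measure detects may thus account for some of the ATF3-KO peaks but not for most of them. Promoters held 59.0973% of the ATF3-KO peaks. A bZip protein that the ATF3 antibody also precipitates, or residual ATF3, may account for a part of the ATF3-KO peaks. The low share of AP-1 cores goes against residual ATF3 with the core balance of the ATF3-specific peaks. The files analysed here, with 1 ATF3-KO library, do not otherwise tell these 2 sources apart. The paper reports that ATF3 was not detected by Western blotting in these cells.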

How the results depend on the processing

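The 20 results were recomputed under 111 alternative settings, 78 of them set before the files arrived and 33 added after the data had been seen. Of these rows, 81 were labelled the same, 27 moved, 1 was weaker and 2 reversed. The label does not mean an equal value. Counts were labelled the same within 1.5 times of the main setting. The r of ATF3 and p53 scores also kept the label at 0.6484 and 0.9596, against 0.1121 in the main setting. Each condition had 1 library, so leaving out replicates and other splits of the samples did not apply. The replicate block was not run because each condition has 1 library.

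The number of ATF3-specific peaks stayed within 1.5 times of the main setting under every alternative, from 27025 to 32287 peaks, against 32137. None of these alternatives gave the ATF3-Ctrl and ATF3-KO lists the same threshold. The following score differences kept their direction under every alternative. Peaks shared with ATF3-KO had higher scores than peaks found only in ATF3-WT cells. WT-only and CPT-only peaks had lower scores than shared peaks. CPT-only peaks had higher scores than WT-only peaks. Peaks with only the ATF/CRE core had higher scores than peaks with only the AP-1 core. In the normalized tag count, the difference between CPT-only and WT-only peaks was small, with 0.0608 in place of 0.3097 in mean log2 value.

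Scores of at least 20 left 9190 ATF3-Ctrl, 29330 ATF3-CPT and 707 ATF3-KO peaks and a ratio of 3.1915 between ATF3-CPT and ATF3-Ctrl. A score of at least 10 in both peak sets gave 17.8043% of ATF3-Ctrl peaks not detected after CPT, 388 p53-specific peaks with an ATF3-CPT peak and a share of 15.7916%. These settings drop the weakest peaks of each list.

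With peak centres at most 100 bp apart, 21.3743% of ATF3-Ctrl peaks were not detected after CPT and 12.9741% of p53-specific peaks overlapped an ATF3-CPT peak. Limited to chromosomes 1 to 22, X and Y, a combination chosen after seeing the data, these were 21.2939% and 12.7722%. With at least 50% of the shorter peak in common they were 25.0515% and 16.1187%. These settings require closer peaks, and the p53 peaks are wider than the ATF3 peaks. Without peaks found in ATF3-KO cells, they were 20.8638% and 16.3056%, and r between ATF3 and p53 scores was 0.0487 (permutation test, p = 0.235), no longer past 0.05. Using only as many of the highest-scoring ATF3-CPT peaks as there are ATF3-Ctrl peaks gave 36.1803% not detected, since the other ATF3-CPT peaks no longer counted. Using all 9211 p53-CPT peaks gave a share of 10.4549%, as this adds the peaks also found in p53-KO cells.

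The number of shared sites with a higher score after CPT reversed when each sample's scores were divided by their median over the shared peaks, to 11721, and with normalized tag counts treated the same way, chosen after seeing the data, to 12146. Division by the median removes any change common to all shared sites, so the direction depends on whether that change is counted.

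Promoters of 1 kb on either side held 20.3616% of ATF3-specific and 17.0537% of ATF3-CPT peaks. Over all ATF3-Ctrl peaks the share was 25.7682%, and over the highest-scoring ATF3-CPT peaks 20.613%. The TSS of genes of every type, chosen after seeing the data, are more numerous and gave 31.4525%, 27.7584% and 18438 nearest genes. A core was found in 36.716% of ATF3-specific peaks in 200 bp around the centre, and in 68.7856% with 1 mismatch allowed, chosen after seeing the data, which also admits more matches by chance.

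The depth also limits the p53 results, and no alternative varied it. The p53-CPT and p53-KO libraries held 3169743 and 1984941 tags, and a p53-KO peak needed only 6 tags, so weak p53 peaks are near the limit of detection.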

Differences from the paper's values

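The number of shared sites with increased binding after CPT was 23283, against the paper's 13253, and with decreased binding 3078, against the paper's 13256. Of the alternatives set before the files arrived, only division of the scores by their median came within 1.5 times of both values. Division of each sample's scores by their median over the shared peaks gave 11721 and 15257 sites. Normalized tag counts divided by their median, an alternative chosen after seeing the values, gave 12146 and 14937 sites, also within 1.5 times. These divisions move the split towards equal by removing the common change, and neither reached the paper's near-equal split. A division of the sites at their median change, also chosen after seeing the values, puts 13546 sites above it and 13558 at or below it, as a division at a median does by construction.

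An ATF/CRE or AP-1 core was found in 34.0529% of ATF3-specific peaks, against the paper's 81.7% of sites with an ATF3 motif. The alternative set before the files arrived, 200 bp around the peak centre, gave 36.716% and did not close the gap. With 1 mismatch allowed in the core, chosen after seeing the values, the share was 68.7856%, within 1.5 times of the paper's value.

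The number of p53-specific peaks was 3600, against the paper's 1412 p53 peaks. None of the alternatives closed this gap, and the closest was 2457 peaks with a score of at least 10 in both peak sets. The p53-specific peaks that overlapped an ATF3-CPT peak numbered 683, against the paper's 332. Of the alternatives set before the files arrived, peak centres at most 100 bp apart (496) and a score of at least 10 in both peak sets (388) closed the gap, and the others did not. Peak centres at most 100 bp apart on chromosomes 1 to 22, X and Y, chosen after seeing the values, gave 481 and closed it. The share of p53-specific peaks with an ATF3-CPT peak moved away from the paper's 23.5% in these settings. It was 18.9722% in the main setting and 15.7916% with a score of at least 10 in both peak sets. With peak centres at most 100 bp apart it was 12.9741%, and 12.7722% on those chromosomes.

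The correlation between ATF3 and p53 scores was r = 0.1121, against the paper's 0.8170. None of the alternatives set before the files arrived closed the gap, and the closest was the mean of the ATF3 and p53 scores in place of the ATF3 score, with 0.6484. The mean of the normalized tag counts, chosen after seeing the values, gave 0.9596, which is above the paper's value and still differs from it.

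Of the co-localized sites, 193 had only a p53 motif, against the paper's 61, 80 only an ATF3 motif, against the paper's 7, and 107 both, against the paper's 63. No alternatives were run for these counts.

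Other values were within 1.5 times of the paper's in the main setting. On chromosomes 1 to 22, X and Y, a filter chosen after seeing the values, the numbers of peaks were 33681 and 70231, equal to the paper's. With peak centres at most 100 bp apart on these chromosomes, also chosen after seeing the values, 32058 peaks were not in ATF3-KO and 7172 were not in ATF3-CPT, both equal to the paper's, and 26509 were shared.

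Some statements of the paper were also compared by direction. The paper states that sites with increased binding after CPT had been bound more strongly under the basal condition (Fig. 5c). Here the median ATF3-Ctrl score was 14 for sites above the median change and 15 for the other sites. It was 14 for sites with a higher score after CPT and 18 for the others. The basal tags enter both divisions and the basal score, so these medians cannot decide the direction. For promoter sites, the paper reports a tendency to lower binding after CPT (Fig. 5c). Here, promoters held 35.83% of sites at or below the median change and 16.49% of those above it. However, they held 21.45% of the sites lower in the exact test, against 26.23% of all other sites and 15.53% of the higher sites. The paper states that CPT left genome distribution and motif composition without significant change (Figure S2B and S2C). Here, promoters held 25.77% of ATF3-Ctrl and 20.30% of ATF3-CPT peaks, and a core was found in 32.85% and 41.88%. The core shares of shared ATF3-Ctrl peaks (40.00%) and CPT-only peaks (42.05%) were close. The lower share over all ATF3-Ctrl peaks goes with the WT-only peaks, at 4.46%, some of which may be background signal.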

Other observations

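Several hypotheses on the 6862 ATF3-Ctrl peaks missing from the ATF3-CPT list were tested. Counting noise at the peak threshold was tested by redrawing each peak from a Poisson distribution at unchanged binding and the ATF3-CPT depth. That left 7.3907% of peaks under the threshold, against 20.2026% observed, so noise at the tag threshold, as redrawn, could account for only a part of them. HOMER also removed 6718 putative ATF3-CPT peaks and 2815 putative ATF3-Ctrl peaks by their local signal. The redrawing leaves this filter out, so loss of peaks through it was not tested. The redrawing takes each observed score as its mean, so selection of peaks just above the threshold is not fully covered. Lower depth was weighed by the ratio of total tags, 1.1938 in favour of ATF3-CPT, a prediction made after the result was seen. Loss at promoters was tested within groups of like score, and the odds ratio of lying in a promoter was 0.9013, missing against shared peaks. Signal outside ATF3 binding sites, with a prediction made only after the result was seen, was tested by the cores. The missing peaks held an ATF/CRE or AP-1 core in 4.4576% of cases and the shared peaks in 39.9985%, with an odds ratio of 0.0785 at like score. A candidate explanation is therefore that many missing peaks lie outside sites that ATF3 binds through its own motif. A loss of indirect ATF3 binding after CPT and background signal in 1 library cannot be told apart with the files analysed here.

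The higher scores at most shared sites after CPT were weighed against a more efficient precipitation of the ATF3-CPT library, a prediction made after the result was seen. The share of tags in peaks was 2.2786 times that of ATF3-Ctrl. Both a more efficient precipitation and more ATF3 protein after CPT could raise it, so the pattern cannot be told apart from that technical explanation. The near-equal numbers of increased and decreased sites in the paper were compared with the scores as deposited, of which 85.9024% were higher after CPT. After division by the median of the shared sites, 43.2445% were higher, which is nearer to an equal split without reaching it. Removing the common change moves the split towards equal by design, so this nearness alone cannot show how the paper's counts arose. The prediction required a share within 2 percentage points of an equal split after the division, a cutoff set after related values had been seen, and this was not met.

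The correlation of ATF3 and p53 scores was examined for a shared term, with a prediction made after the result was seen. When the ATF3 scores were shuffled 1000 times among the co-localized sites, the p53 score still correlated with the mean of both scores with a mean r of 0.5911, against 0.6484 without shuffling. For normalized tag counts, the values were 0.9566 and 0.9596. The cutoff, at least 0.5 of the r without shuffling, was also set after related values had been seen. A score that averages ATF3 and p53 may thus give a high correlation without a relation between the ATF3 and p53 scores. Whether the paper plotted such a score is not known. 

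Sites prone to precipitate with any antibody were tested as a source of the overlap of ATF3 and p53. Of the p53-CPT peaks also found in p53-KO cells, 4.9902% overlapped an ATF3-CPT peak, against 18.9722% of the p53-specific peaks. The prediction, made before the value was seen, was an overlap at least as frequent, and it was not met. The overlap of 280 peaks was still above the 57.43 of 100 circular shifts. The test covers only sites strong enough to be called in p53-KO cells, the smaller library, which had received DMSO. Weaker sites of this kind would count as p53-specific, so the test cannot exclude them as a source of the overlap there. Of the 666 p53-specific peaks with an ATF3-CPT peak that were searched for motifs, 300 had the p53 motif. Neither a p53 nor an ATF3 motif was found in 286 of them.

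In the windows searched for genes of Fig. 1f, the highest-scoring ATF3-Ctrl peaks had scores of 119 (*BCL6*), 168 (*S100PBP*), 51 (*TESC*) and 50 (*S100A14*), and none overlapped an ATF3-KO peak. The ChIP-qPCR values were not in the files analysed here. For genes of Fig. 6h and 6i, the highest-scoring p53-CPT peak overlapped an ATF3-CPT peak at *GDF15*, *MSI2*, *TBC1D22A* and *BCL2L1*, with p53 scores of 68, 92, 29 and 38. The p53-CPT peak of *GSN*, with a score of 85, also overlapped an ATF3-CPT peak. No ATF3 or p53 peak lay in the window searched for *TMEM229A*, and no ATF3-Ctrl peak in that of *SOX9*, from 20 kb upstream of the TSS to the end of the gene. Sites farther from these genes were not searched.

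The 5 highest-scoring peaks of ATF3-Ctrl were at 121484752 to 121485238 on chromosome 1 (2 peaks), on the mitochondrial genome (1 peak) and at 61968948 to 61969352 on chromosome 7 (2 peaks) of GRCh37, with scores from 235 to 308. In the p53-CPT and p53-KO lists, the highest-scoring peak lay near 10919 and 11106 on chromosome 5, with scores of 624 and 608.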
